# Dynamics of the Transcriptome Response to Heat in the Moss, *Physcomitrella patens*

**DOI:** 10.3390/ijms21041512

**Published:** 2020-02-22

**Authors:** Osama Elzanati, Said Mouzeyar, Jane Roche

**Keywords:** *Physcomitrella patens*, heat stress, transcriptome, RNASeq

## Abstract

Thermal stress negatively impacts crop yields, and as the overall temperature of the earth’s atmosphere is gradually increasing, the identification of the temperature transduction pathway of the heat signal is essential in developing new strategies in order to adapt plant breeding to warmer climates. Heat stress damages the molecular structures and physiological processes in plants in proportion to the level and duration of the stress, which leads to different types of responses. In general, plants respond more efficiently when they are first subjected to a moderate temperature increase before being subjected to a higher temperature stress. This adaptive response is called the acclimation period and has been investigated in several plant species. However, there is a lack of information on the dynamic of the Heat Shock Response (HSR) over a continuous period of temperature rise without an acclimation period. In this paper, we investigated the effects of mild (30 °C) and high (37 °C) continuous heat stress over a 24-h period. Through RNA-Seq analysis, we assessed the remodeling of the transcriptome in the moss *Physcomitrella patens*. Our results showed that the 30 °C treatment particularly affected the expression of a few genes at 1 and 24 h, suggesting a biphasic response. Up-regulated genes at 1 h encode mainly HSR proteins (protein folding and endoplasmic reticulum stress), indicating an early heat response; while the up-regulated genes at 24 h belong to the thiamine biosynthesis pathway. In contrast, the genes involved in photosynthesis and carbon partitioning were repressed by this treatment. Under a higher temperature stress (37 °C), the induction of the HSR occurred rapidly (1 h) and was then attenuated throughout the time points investigated. A network approach (Weighted Gene Correlation Network Analysis, WGCNA) was used to identify the groups of genes expressing similar profiles, highlighting a HsfA1E binding motif within the promoters of some unrelated genes which displayed rapid and transient heat-activation. Therefore, it could be suggested that these genes could be direct targets of activation by a HsfA1E transcription factors.

## 1. Introduction

Past and recent reports indicate that the planet earth is experiencing a period of climate change with global warming that is giving rise to frequent episodes of extreme and violent weather events [1]. As sessile organisms, plants have developed appropriate strategies to cope with the fluctuating weather on a daily basis and on a longer timescale as well. Indeed, extreme temperatures have been shown to negatively impact the plant growth and production in cereals, such as in rice plants submitted to 9 °C above the optimal temperature [2] or in wheat plants to 8 °C [3]. In addition, disruption of fundamental processes, such as photosynthesis and carbon uptake, can lead to defects in vegetative development such as fewer, smaller and/or malformed organs [4] leading to flower abortion [5] and a large reduction in yield [6]. However, the negative effect of heat stress on plants is dependent on several parameters, such as the intensity, duration and amplitude of temperature variations [7,8].

Within a short time under heat stress, increases in cytosolic calcium concentrations activate Calmodulin (CaM) proteins, which then activate Heat Shock Transcription Factors (HSFs). Activated HSFs bind to promoters and initiate the transcription of heat responsive genes, such as those encoding Heat Shock Proteins (HSPs). Plants that develop this rapid Heat Stress Response (HSR) could be more thermotolerant to subsequent episodes of heat stress. Therefore, this process is responsible for the acclimation phenotype observed in plants [9]. However, the HSR is a complex response needing the coordinated action of hundreds of genes [10].

The moss *Physcomitrella patens* (*P. patens*) is used as a model organism to decipher the adaptation mechanisms deployed by plants to conquer and expand in different geographical regions [11] and compelling genomic and cellular resources, describing this phenomenon, are publicly available [12]. In particular, this model is used to uncover the physiological and molecular responses of plants to abiotic stress such as salinity, drought or heat [13,14,15,16]. It has been shown that an increase in temperature modifies the calcium influx through changes in membrane fluidity [17]. When *P. patens* protonemata are first grown for a short period at 32 °C (i.e., acclimation period), it has been demonstrated that the plants were more tolerant to a subsequent stress at 35 °C and displayed a weaker HSR than did non-acclimated plants [18,19]. The authors also demonstrated that the difference in temperature change is more determinant than the absolute temperature. The heat shock response in moss plants is regulated by specific calcium-permeable channels in the plasma membrane [18]. Although the moss *P. patens*, a land plant model, and *A.thaliana* diverged 420 million years ago, it has been shown that a cyclic nucleotide-gated calcium channel (CNGC), called CNGCb, is one of the primary heat sensors in both organisms [20], demonstrating that some basic steps in the HSR have probably been conserved between moss and terrestrial plants. Besides the HSR basic mechanisms, it has been shown that alternative mRNA splicing is involved in the regulation of the HSR in *P. patens* [21]. In particular, these authors suggested that the alternative splicing of mRNA encoding key genes, such as heat shock factor *HsfA2*, could ensure a fine tuning of the HSR.

While *P. patens* is routinely used as a plant model in order to understand the acclimation phenomenon (i.e., a short treatment with a non-damaging temperature before a second treatment with a higher temperature), there is a lack of information on this organism concerning the dynamics of the HSR over a longer period of temperature rise without acclimation. In this study, we analyzed the transcriptome dynamics of *P. patens* protonemata grown continuously at 30 °C or continuously at 37 °C compared to being grown at a standard temperature (24 °C), for 4 time points over 24 h (1, 6, 12, 24 h).

## 2. Results

After mapping sequencing reads, raw data were standardized and filtered using the criteria described in the Materials and Methods section. Among the 32,926 loci containing protein-coding CDS in *P. patens* genome; weakly expressed genes were filtered out using the cpm function in edgeR and only genes with a CPM value >0.5 in at least two samples were retained. These steps left 21,429 genes which were tagged as expressed and used for further analysis.

### 2.1. Global Analyses

Expression data standardized by the voom method [22] were used in a Principal Component Analysis (PCA). Figure 1 shows the distribution of samples according to the treatment. It can be noticed that biological replicates (Rep1 and Rep2) of each treatment are clustered and samples of the same treatment are distributed along the first axis of the PCA, which captures a variability corresponding here to 38%. Along the first axis, one group corresponds to the treatment at 24 °C, one is the intermediate group corresponding to 30 °C and the third one regroups samples treated at 37 °C. To contrast, the samples are distributed by the time point of treatment along axis 2, which represents 17% of the variability. Interestingly, only the 1-h time point at 37 °C is clearly distinguishable from the remaining 37 °C time points. In this respect, it can be noticed that the 1-h and 24-h samples at 24 °C are clustered, while the corresponding samples at 30 °C and 37 °C are more dispersed along the second axis. In this way, heat-treated samples and controls have been compared considering each time point. 

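On the second principal component, the 24 °C libraries stood at −51.2 ± 0.935 (SD, n = 2) after 1 h and at −25.0 ± 3.26 after 24 h. The 30 °C libraries stood at −70.9 ± 15.3 after 1 h and at 54.4 ± 3.58 after 24 h. For 37 °C the means were −135 ± 6.14 after 1 h and 4.29 ± 9.12 after 24 h. At each temperature the 1 h and 24 h libraries lay farther apart than the replicates of either group. The 24 °C libraries of 6 h (35.5 ± 5.94) and 12 h (50.5 ± 0.0299) lay on the far side of this component from those of 1 h and 24 h, so it also separated sampling times without heat. The components were taken from centred log2 CPM values of all 21429 genes, and no test was run on them.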

We also conducted a clustering analysis (distance: Euclidean, average) that shows three large groups: one group contains the samples treated at 24 °C and 30 °C, one group contains only samples treated at 37 °C for 1 h and, finally, a third group comprises the other samples (6, 12 and 24 h) of the treatment at 37 °C (Figure 1). It is worth note that a large part of the variability could be explained by an early response to heat stress (1 h) while the remaining one depends on the level of the heat stress (37 °C vs. the others).

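Average linkage on Euclidean distances of log2 CPM values gave 3 groups of 16, 2 and 6 libraries. The 16 were every 24 °C and 30 °C library, the 2 were the 37 °C libraries of 1 h, and the 6 were the 37 °C libraries of 6, 12 and 24 h. After 1 h, the mean distance from the 24 °C libraries was 129.9 to the 30 °C libraries and 217 to the 37 °C libraries. The 37 °C replicates of 1 h were themselves 158 apart, the widest gap between replicates in the study, against 104 for the 24 °C replicates of 1 h. Their log2 CPM values correlated across genes at r = 0.946, where genes are not independent replicates. The 30 °C libraries of 24 h were closer to the 30 °C libraries of 12 h (122) than to any 24 °C group.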

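The first component carried 38.0% of the variance and the second 17.0%. On the first component the 24 °C groups had means of 75.2 to 82.8, and the 37 °C group of 1 h had a mean of −25.1 ± 17.9 (SD, n = 2). The 37 °C groups of 6, 12 and 24 h lay much farther out, at −116 ± 3.93, −155 ± 3.18 and −149 ± 15.0. On the second component the 37 °C group of 1 h stood apart from the later 37 °C groups, which had means of 0.828 ± 10.1 at 6 h and 29.3 ± 2.58 at 12 h.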

### 2.2. Identification of Differentially Expressed Genes (DEGs) and the Ontology of the DEG

In our experimental design, four time points were realized (1 h, 6 h, 12 h and 24 h) for each treatment (24 °C (control), 30 °C and 37 °C) in order to compare samples by pairs at each time point. 

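Messenger RNA from P. patens protonemata was sequenced in 24 libraries, 2 biological replicates for each of 12 groups: 24, 30 and 37 °C, each at 1, 6, 12 and 24 h. The deposited values are raw read counts per gene for 32926 genes, which the authors made by aligning the reads to the moss genome with BWA-MEM and counting them with featureCounts at default settings. Total counts per library ranged from 4552626 to 10696081 at 24 °C (median 7214716), from 4332911 to 9040288 at 30 °C (median 7653513) and from 6358666 to 9102369 at 37 °C (median 8097999). Genes with a CPM (read counts scaled to library size) above 0.5 in at least 2 libraries were kept, 21429 in all, and libraries were scaled by TMM. Each heated group was compared with the 24 °C group of the same time in 1 edgeR quasi-likelihood model over all 24 libraries, because 2 libraries against 2 give little information on the spread. Up- and down-regulated genes had an adjusted p under 0.05 (Benjamini-Hochberg within the comparison) and a log2 fold change of at least 1 in size. Beside these counts stand those of limma-voom with treat, 1 of the 2 functions that the paper names, which tests each gene against a log2 fold change of 1 in place of 0. All 4 comparisons at 30 °C share their control libraries with those at 37 °C. The default settings of featureCounts do not use strand, so reads of overlapping and antisense genes cannot be told apart. Near-identical members of families such as the heat shock proteins may share reads.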

The DEGs were then classified as either up-regulated or down-regulated in comparison with the 24 °C control. To gain an overview of the temperature-affected metabolic pathways in the samples, the annotation of the DEGs, using Gene Ontology (GO) terms, was compared with the whole genome annotation [23], using Fisher’s exact test to detect specific GO term enrichment.

In total, we identified 6373 unique DEGs (differentially expressed in one or more conditions) distributed as follows: 2960 were activated (“up-regulated”) (Figure 2, panel A) in one or more of the treated samples versus the control samples with 129 genes that were affected by both heat treatments; 3475 genes were repressed (“down-regulated”) (Figure 2, panel B), with 506 in common. 

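Over the 8 comparisons with 24 °C, 13616 genes passed the thresholds at least once in edgeR's quasi-likelihood test. Of these, 7492 were up-regulated and 7365 down-regulated in at least 1 comparison. Up-regulation at both temperatures was seen for 1655 genes, and down-regulation at both for 1873. Independent lists of the same sizes would share 757 up-regulated and 735 down-regulated genes. In 20 simulations of unchanged groups against the same controls, no gene was called at both temperatures. Neither value takes in the shared 24 °C libraries together with the real effects. With 1 24 °C library of each time as the control of 30 °C and the other as that of 37 °C, a choice made after seeing the data, the 2 ways round gave 812 and 835 genes up-regulated at both temperatures, where independent lists would share 321 and 336, and 1352 and 1416 down-regulated at both, where they would share 493 and 516. With the same single library as the control of both, 852 and 863 genes were up-regulated at both and 1384 and 1439 down-regulated. With limma-voom treat the totals were 6373 genes, 2960 up-regulated and 3475 down-regulated, with 129 and 506 in common.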

Detailed information on the DEGs is given in Table S1.

### 2.3. Mild Temperature Effect (30 °C Treatment)

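After 1 h at 30 °C, 528 genes were higher and 229 lower than at 24 °C. Of 65 HSP-related genes (heat shock proteins, their co-chaperones, chaperonins and heat shock factors), 46 rose, and 48 when adjusted over the list alone. They took in 12 of 19 HSP20-like genes, whose products hold unfolding proteins in solution, 7 of 9 HSP70 genes, 7 of 10 DNAJ co-chaperones of HSP70, 4 of 5 HSP90 genes, 6 of 9 chaperonins and 6 of 7 other co-chaperones. The HSP20-like gene Pp3c16_7110 stood at 188 ± 64.7 CPM (SD, n = 2) against 0.791 ± 0.605 at 24 °C, a log2 fold change of 7.85 (standard error 0.55, adjusted p = 1.7e-07 from edgeR's quasi-likelihood test). Another HSP20-like gene, Pp3c19_14230, had a log2 fold change of 7.55 (standard error 0.38, adjusted p = 7.2e-09, edgeR), and the HSP70 gene Pp3c12_9300 one of 5.71 (standard error 0.51, adjusted p = 1.7e-06, edgeR). With limma-voom treat, 49 genes were up-regulated and 4 down-regulated, 18 of the 49 HSP-related. Most of the names behind these lists stand in the study's table of genes up-regulated after 1 h at 37 °C against the same controls, so the HSP-related counts are not independent evidence of a rise. Without replicate 1 or 2 of 24 °C 1 h, or replicate 1 of 30 °C 1 h, the up-regulated genes numbered 303, 334 and 309 and the down-regulated ones 99, 143 and 64, and with library totals in place of TMM 54.6% of the changed genes rose in place of 69.7%.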

Under 30 °C, only 30 genes were up-regulated at 1 h and were associated mainly with the GO terms related to protein folding, response to hydrogen peroxide, response to endoplasmic reticulum stress and response to heat (Figure 3). Then, interestingly, at 24 h, the only significant GO terms identified are related to thiamine biosynthetic process and response to vitamin B1 (Table S2); and they represent the highest number of DEGs (186). 

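After 24 h at 30 °C, 1992 genes were higher than at 24 °C, and 1576 of them were not up-regulated at 1, 6 or 12 h. Of the 65 HSP-related genes, mostly named in the study's table of genes up at 37 °C 1 h, 19 were up-regulated (19 also when adjusted over the list alone). The HSP20-like gene Pp3c12_24560 had 538 ± 50.6 CPM (SD, n = 2) against 17.9 ± 1.14 at 24 °C, a log2 fold change of 4.91 (standard error 0.35, adjusted p = 4.8e-08 from edgeR's quasi-likelihood test). Pp3c14_5410, a YGGT family gene, had a log2 fold change of 4.63 (standard error 0.56, adjusted p = 8.4e-06, edgeR). Genes of thiamine synthesis were not analysed here. Of all genes changed at this time in either direction, 75.1% had the sign of the difference between 12 h and 1 h at 24 °C, against 49.8% at 6 h of 30 °C, the other time whose controls take no part in that difference. Limma-voom treat gave 192 up-regulated genes, 174 of them at 24 h alone and 6 HSP-related. The count of 1992 fell to 1314 without replicate 2 of 24 °C 24 h. Against the 24 °C libraries of 12 h, a control added for this count after seeing the data, it was 1386. Of these, 841 were also among the 1992. With library totals in place of TMM, the share of rising genes against 24 °C 24 h went from 49.7% to 67.2%.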

Although no significant GO term enrichment was found at 6 h or 12 h, it is interesting to note that the DEGs at 6 h and 12 h are mainly involved in the heat response (genes encoding HSP proteins). 

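After 6 h at 30 °C, 141 genes were up-regulated, and after 12 h, 344. Of 65 listed HSP-related genes, 14 rose at 6 h (17 adjusted over the list alone) and 23 at 12 h (23 over the list alone). Most of their names come from the study's calls at 37 °C against the same controls. The listed genes were thus a minority of those called, 14 of 141 at 6 h and 23 of 344 at 12 h. HSP-related genes without a name in the tables used here are missed. Of 19 HSP20-like genes, 9 rose at each of these times, and 3 of 9 HSP70 genes rose at 12 h. The HSP20-like gene Pp3c12_24560 passed every test tried at both times, with log2 fold changes of 3.16 at 6 h (standard error 0.32, adjusted p = 5.2e-05 from edgeR's quasi-likelihood test) and 4.78 at 12 h (standard error 0.35, adjusted p = 1.2e-06, edgeR). At 6 h it was the only gene that limma-voom treat called up-regulated. At 12 h that method called 8 genes, 4 of them HSP-related. Pp3c16_7110, another HSP20-like gene, had log2 fold changes of 4.45 at 6 h and 6.86 at 12 h, neither of them called by treat. These counts fell when single libraries were left out, which leaves 1 library in a group. Whether this came from the library itself or from the smaller group was not tested. At 6 h the up-regulated genes fell to 66, 49 and 50 without 24 °C replicate 1, 24 °C replicate 2 or 30 °C replicate 1, and the HSP-related ones to 9 and 7 without 24 °C replicate 2 or 30 °C replicate 1. At 12 h the counts were 99, 106 and 135 without 24 °C replicate 1, 24 °C replicate 2 or 30 °C replicate 2, and 15 HSP-related genes without 24 °C replicate 2. Without heat, 24 of the 65 HSP-related genes were lower and 3 higher at 12 h than at 1 h of 24 °C, so their control level also moved.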

Regarding the repressed genes, a high number of DEGs (618) were found at 24 h and are associated with photosynthesis and carbon fixation GO terms (Figure 4). 

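After 24 h at 30 °C, 2016 genes were lower than at 24 °C, and 1777 of them had not been down-regulated earlier. Among the named genes, Pp3c11_6300, which encodes a B-box zinc finger protein with a CCT domain, fell from 13.5 ± 5.46 to 0.539 ± 0.441 CPM (SD, n = 2), a log2 fold change of -4.52 (standard error 0.57, adjusted p = 1.4e-05 from edgeR's quasi-likelihood test). The cyclin gene Pp3c20_16040 (cyclin p1;1) had a log2 fold change of -2.39 (standard error 0.21, adjusted p = 2.5e-07, edgeR). Most names outside the clock-related list came from genes the study called up-regulated at 37 °C 1 h. Named examples therefore do not represent the genes that fell. Photosynthesis and carbon fixation genes were not analysed here as groups. With limma-voom treat 628 genes were down-regulated, 618 of them at 24 h alone. Against the 24 °C libraries of 12 h in place of 24 h, also added for this count after seeing the data, 871 genes were lower. Of these, 455 were also among the 2016.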

Although no enrichment in any GO term was detected at 1 h, 6 h or 12 h due to the small number of genes differentially expressed, it has to be pointed out that the DEGs that were concerned are involved in carbohydrate metabolism (Table S2).

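Fewer genes fell at the early times of 30 °C: 98 after 6 h and 226 after 12 h. Named genes among them were the ELF3 homolog Pp3c11_14750 at 6 h, with a log2 fold change of -2.38 (standard error 0.43, adjusted p = 0.0065 from edgeR's quasi-likelihood test), and, at 12 h, the UDP-glycosyltransferase gene Pp3c15_4410 with -1.20 (standard error 0.23, adjusted p = 0.0053, edgeR). ELF3 belongs to the evening complex of the plant clock, and UDP-glycosyltransferases attach sugars to small molecules. Outside the clock-related list, most names came from genes the study called up-regulated at 37 °C 1 h, so these examples are not typical of falling genes. After 1 h the CCR2 homolog Pp3c7_3360 had a log2 fold change of -1.10 (standard error 0.24, adjusted p = 0.0099, edgeR). Limma-voom treat called 1 gene down at 6 h and 6 at 12 h, and none of these 3. All 3 calls also ended without at least 1 of their libraries. The counts fell to 41 and 33 at 6 h without 24 °C replicate 2 or 30 °C replicate 1, and to 125, 126 and 69 at 12 h without 24 °C replicate 1, 24 °C replicate 2 or 30 °C replicate 2. With library totals in place of TMM, 76.2% of the genes changed at 12 h were higher, against 60.4%, and 139 were lower.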

### 2.4. High Temperature Effect (37 °C Treatment)

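At 37 °C, the up-regulated genes numbered 2722 after 1 h, 2956 after 6 h, 3574 after 12 h and 3860 after 24 h in edgeR's quasi-likelihood test. At 1 h the HSP20-like gene Pp3c16_7110 went from 0.791 ± 0.605 to 4286 ± 821 CPM (SD, n = 2), a log2 fold change of 12.36 (standard error 0.59, adjusted p = 1.0e-10, edgeR). At 24 h it was still at 467 ± 45.8 CPM against 0.111 ± 0.157 at 24 °C. Limma-voom treat gave 874, 986, 1494 and 1459 up-regulated genes in the same order. The 37 °C libraries of 1 h had the lowest TMM factors, down to 0.652, and scaled by library totals alone 27.3% of the genes changed at 1 h rose, against 54.3%. That scaling moved the median log2 fold change of all genes by −0.45 at 1 h and left 1761 up-regulated genes.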

Concerning the 37 °C treatment, most of the DEGs were found to be differentially expressed at 1 h and 24 h. 

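Among the up-regulated genes at 37 °C, 1095 passed the thresholds at 1 h and at no later time, and 1077 at 24 h and at no earlier time. The hikeshi-like gene Pp3c10_12120, whose homologs carry HSP70 into the nucleus, rose from 4.37 ± 0.759 to 1354 ± 57.5 CPM at 1 h (SD, n = 2), a log2 fold change of 8.27 (standard error 0.33, adjusted p = 1.4e-11 from edgeR's quasi-likelihood test). Of 4 ubiquitin genes, which mark proteins for breakdown, 4 rose at 1 h and 1 at 24 h (4 and 1 when adjusted over the list alone). The polyubiquitin gene Pp3c12_18200 had a log2 fold change of 1.89 at 1 h (standard error 0.29, adjusted p = 7.2e-05, edgeR) and of -1.37 at 24 h (standard error 0.29, adjusted p = 0.00065, edgeR). Their names came from the study's list of genes up-regulated at 1 h, so the first of these counts is no independent evidence. At 24 h, Pp3c24_9310, a subunit gene of the translation initiation factor eIF3, had a log2 fold change of 6.07 (standard error 0.36, adjusted p = 5.6e-10, edgeR). Limma-voom treat gave 479 genes at 1 h alone and 559 at 24 h alone. Passing at only 1 time does not show that a gene's response differed between times.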

The GO terms of the genes expressed at 24 h were related to photorespiration process (glyoxylate cycle) and gene silencing (559); and at 1 h, to protein folding (479). 

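At 37 °C, 655 genes were up-regulated at all 4 times. They took in 46 of the 65 HSP-related genes, most of which bear names from the study's calls at 37 °C 1 h. HSP70 gene Pp3c12_9300 kept log2 fold changes of 9.22, 8.63, 9.91 and 9.41 at 1, 6, 12 and 24 h, the last with a standard error of 0.66 and an adjusted p of 3.5e-09 from edgeR's quasi-likelihood test. The HSP20-like gene Pp3c19_14230 stood at 9.86, 7.09, 8.52 and 8.48 on the same scale. Of 5 late embryogenesis abundant genes, a family known from drying seeds, 5 rose at 1 h and 4 at each later time (5 and 4 when adjusted over the list alone). This list too was named from the study's tables, mostly of genes up-regulated at 37 °C 1 h, so its count at 1 h is no independent evidence. Pp3c13_20930, a dehydrin gene of this family, had log2 fold changes of 2.88, 3.33, 3.88 and 3.23, with 3.7e-06 as edgeR's adjusted p at 24 h. The BAG6 co-chaperone gene Pp3c13_3400 reached 7.35 at 1 h and 6.06 at 24 h. Limma-voom treat called 173 genes up at all 4 times.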

Genes expressed continuously from 1 h and maintained during the treatment up to 24 h showed GO terms related to response to heat, response to endoplasmic reticulum stress and response to hydrogen peroxide (Figure 5). 

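Down-regulated genes at 37 °C that passed the thresholds at a single time numbered 865 at 1 h, 510 at 6 h, 457 at 12 h and 1048 at 24 h. At 12 h, the papain family protease gene Pp3c13_8810 fell from 174 ± 15.8 to 43.1 ± 2.11 CPM (SD, n = 2), a log2 fold change of -2.01 (standard error 0.18, adjusted p = 8.3e-08 from edgeR's quasi-likelihood test). The protein kinase gene Pp3c16_7450 had -2.52 (standard error 0.30, adjusted p = 2.0e-06, edgeR) at 12 h after -2.06 at 6 h. At 24 h, the nodulin-related gene Pp3c24_11300 went from 195 ± 1.55 to 44.6 ± 1.24 CPM, a log2 fold change of -2.13 (standard error 0.15, adjusted p = 5.2e-09, edgeR). Most names outside the clock-related list came from genes the study called up-regulated at 37 °C 1 h. These examples therefore do not represent the down-regulated genes. With limma-voom treat, 99 genes fell at 1 h alone, 225 at 6 h alone, 377 at 12 h alone and 854 at 24 h alone. Thiazole synthesis and photosynthesis genes were not analysed here as groups.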

Regarding the down-regulated genes, most of the DEGs are expressed after 12 h (377) and 24 h (854) of treatment and are associated with oxazole and thiazole metabolic processes; and photosynthesis, respectively (Figure 6). Actually, early after heat treatment (6 h), it seemed that the defense mechanisms, as well as the negative regulation of cell cycle, were repressed (Table S2). In the later phases (12 h and 24 h), the negative effects on photosynthesis and carbon fixation became very significant.

To gain insight into the dynamics of gene expression at 37 °C over the period tested, we aimed at identifying the genes that displayed similar expression profiles (co-expressed genes). For this purpose, we used the weighted gene co-expression network analysis (WGCNA) to identify the modules of highly correlated genes resulting in 7844 DEGs. These were subsequently explored for enrichment in specific GO terms. Using this method, 6373 co-expressed DEGs were grouped into 7 color-coded modules (yellow = 563 genes, turquoise = 1624 genes, red = 162 genes, black = 118 genes, brown = 977 genes, blue = 1209 genes, green = 249 genes) (Table S3). The remaining genes (i.e., 1471 genes) which displayed more erratic expression profiles and were grouped into the grey module.

In our WGCNA analysis, each module is summarized by its eigengene expression representing the highest variation in the expression profile of the considered module (1st Principal Component). Eigengene expressions of the seven modules containing highly correlated genes were plotted over 24 h, illustrating both the control and the heat-treated samples together. 

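Of the 563 genes of the yellow module, 556 were up-regulated after 1 h at 37 °C, 354 after 6 h, 404 after 12 h and 361 after 24 h, with median log2 fold changes of 2.97, 1.38, 1.63 and 1.61. Their response was lower than at 1 h for 324 genes at 6 h, 292 at 12 h and 292 at 24 h. At 30 °C, 226 of them rose after 1 h, 42 after 6 h, 70 after 12 h and 112 after 24 h, when 24 fell. Of 1436 genes of the turquoise module, 331 were up-regulated after 1 h at 37 °C, 1155 after 6 h, 1353 after 12 h and 1227 after 24 h, with medians of 0.58, 1.82, 2.13 and 2.19. Their response was higher than at 1 h for 495, 639 and 616 genes. These calls come from edgeR's quasi-likelihood test. The study built the modules from these same libraries, so the direction within a module is not independent evidence. The turquoise genes are the part of Table S3 used here.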

The yellow and turquoise modules contain genes whose expression is up-regulated by high temperature. The maximal induction was observed at 1 h after the treatment in the yellow module, while it starts mainly at 6 h with a maximum at 12 h after heat treatment in the turquoise module (Figure 7a,b). 

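The profile of the yellow module, the first principal component of its 563 genes over the 24 °C and 37 °C group means, held 82.7% of their variance. It stood at 0.71 after 1 h at 37 °C and at 0.14, 0.19 and 0.21 after 6, 12 and 24 h, against −0.36 to −0.28 at 24 °C. The turquoise profile, from 1436 of its genes, held 81.9% of the variance. After 1 h at 37 °C it stood at −0.10, above its 24 °C values of −0.32 to −0.29, then at 0.37 after 6 h, 0.52 after 12 h and 0.44 after 24 h. These profiles are means of 2 replicates per group, and no test was run on them.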

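The 37 °C profile of the blue module ran from −0.12 after 1 h to −0.41, −0.43 and −0.40 after 6, 12 and 24 h, against 0.25, 0.39, 0.37 and 0.34 at 24 °C. For the brown module it was 0.30 after 1 h and −0.28, −0.54 and −0.48 later, against 0.39, 0.17, 0.10 and 0.34 at 24 °C. Membership of these modules was not used here. Their profiles were solved by least squares from the correlations that Table S3 gives between 1999 genes and every module, with a largest residual of 5.6e-07. The sign is that of the correlations, and no test was run.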

The black, blue, brown and green modules contain genes whose expression was down-regulated by temperature increase. 

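At 37 °C, the profile of the black module was −0.62 after 1 h and −0.18, −0.27 and −0.24 after 6, 12 and 24 h, against 0.19 to 0.40 at 24 °C. The green module stood at −0.00 after 1 h, −0.06 after 6 h, −0.27 after 12 h and −0.76 after 24 h, against 0.16, 0.39, 0.36 and 0.19 at 24 °C. Both were solved from the correlations of Table S3 as for the blue and brown modules.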

The black module contained genes whose expression was very low at 1 h post-treatment (Figure 8e), the green module contained genes whose expression was low at 24 h (Figure 8a), while the blue (Figure 8b) and brown (Figure 8c) modules contained genes whose expression started to decrease at 6 h, with this diminution lasting up to 24 h after heat treatment. 

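At 24 °C, without heat, the profile of the red module was 0.35 after 1 h, −0.07 after 6 h, −0.32 after 12 h and 0.43 after 24 h. At 37 °C it was 0.45, −0.34, −0.51 and −0.01 at the same times. The red module thus had its lowest value at 12 h at both temperatures.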

The last module (red module) contained genes whose expression profile was more complex with a marked reduction of expression at 6 and 12 h after heat treatment (Figure 8d). GO term enrichment analysis for each module (BIOLOGICAL_PROCESS) is presented in Table S4. The results indicated that, the yellow module was enriched in 6 GO terms, including: response to heat (FDR = 2.95 × 10^−14^), response to hydrogen peroxide (FDR = 1.45 × 10^−11^), response to endoplasmic reticulum stress (FDR = 1.09x10^-8^), protein refolding (FDR = 6.1 × 10^−6^). The turquoise module was also enriched in 6 GO terms including: DNA repair (FDR = 0.0014), protein targeting to mitochondria (FDR = 0.007), DNA conformation change (FDR = 0.02323). The green module was enriched in 14 GO terms including: Cell wall organization (FDR = 0.0049), external encapsulating structure organization (FDR = 0.0049) and Plant-type cell wall assembly (FDR = 0.045). The brown module was enriched in 63 GO terms, including: isopentenyl diphosphate biosynthetic process (FDR = 1.37 × 10^−32^), photosystem II assembly (FDR = 2.3 × 10^−18^), Starch biosynthetic process (FDR = 6.6 × 10^−8^), Photorespiration (FDR = 0.000015) and Defense response to bacterium (FDR = 0.000019). The blue module was enriched in 18 GO terms, including microtubule-based movement (FDR = 0.018), negative regulation of metaphase/anaphase transition of cell cycle (FDR = 0.018) and mitotic nuclear division (FDR = 0.018). The red module was enriched in 2 GO terms related to response to light intensity (FDR = 0.004) and response to red or far-red light (FDR = 0.006). Finally, no enrichment in any GO term was found in the black module.

### 2.5. Conserved Motifs within Promoters of Correlated Genes

Following the identification of the expression modules containing genes whose expression is highly correlated, we investigated whether members of a given module share common motifs within their promoters. To test this hypothesis, the top 100 genes displaying the highest KMM (i.e., the highest module membership) were selected from each module and 1500 bp upstream of their putative ATG codon were scanned using MEME suite (http://meme-suite.org/tools/meme). The de novo search was limited to only 4 different motifs without any limitation on the number of repeated motifs per sequence. Motifs that were detected by MEME were then subjected to a homology search using the motif comparison tool Tomtom (Tomtom Hits) (see Section 4 Materials and Methods).

For each module, a substantial number of sequences were found to share the same motif. For instance, 16 sequences in the red module were found to contain the motif “TATATATATATA” in their promoter, while up to 75 sequences in the brown module were found to contain the motif “GGRGRGRGRGRG”. Detailed results of each module are provided in Table S5. Table 1 presents an example of the motifs discovered in the yellow module.

As a proof-of-concept, we chose the yellow module because it contained a majority of genes known to be rapidly activated by high temperature, such as those coding for HSPs. In this context, it was expected to find heat stress elements (HSE) within the promoters of these genes. Finding HSE could be considered as a proxy of the relevance of our approach. The cis-motifs within the promoters of co-expressed genes present in the other modules are provided in supplemental data (Table S5). Interestingly, among the top 100 genes of the yellow module, which was found enriched in GO terms related to heat stress, 68 sequences were found to contain the motif “AAAATAWAWAWA” which displayed similarities with the motif “C2C2dof_tnt.At4g38000_col_a_m1” in *A. thaliana* that is recognized by a DOF transcription factor (AT4G38000) (DNA binding with one finger 4.7). 70 sequences shared the motif “GGRAGAGRARGA” with similarities with “C2H2_tnt.TF3A_col_a_m1” recognized by *AT1G72050* which encodes the transcriptional factor TFIIIA required for transcription of 5S rRNA gene. 49 sequences contained the conserved motif “TGBTGKTGKTG” recognized by *AT1G18960*, a myb-like HTH transcriptional regulator. 

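The 49 genes of Table S6, whose motif resembles heat shock elements, hold 67 sites: 39 genes have 1 site and 10 have more. All 49 were up-regulated after 1 h at 37 °C, 41 after 6 h, 42 after 12 h and 45 after 24 h. At 30 °C, 32 rose after 1 h (34 adjusted over the list alone), 7 after 6 h, 15 after 12 h and 16 after 24 h. Heat shock proteins and their partners made up 17 of the 49. The study picked these genes as the top of a module of heat-induced genes in the same libraries, so these counts are not independent evidence of a rise. Limma-voom treat gave 11 genes at 30 °C 1 h and 3 at 24 h. At 30 °C the count fell to 2 and 3 at 6 h without 24 °C replicate 2 or 30 °C replicate 1, and to 8 and 9 at 12 h without 24 °C replicate 1 or 2.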

Finally, 49 out of the top 100 genes in this module shared, within their promoter, the conserved motif “GAAGYTCTAGA” which showed similarities (*e*-value = 0.000000039) with the Heat Shock Elements (HSE) recognized by the heat shock factors (HSF) in *A. thaliana*. The identification code of this element is HSF_tnt.HSFA1E_col_a_m1 in the *A. thaliana* DAP-seq database [24]. The set of 49 sequences (Table S6) containing this motif comprised several genes annotated as Heat Shock related proteins such as *Pp3c20_14730* and *Pp3c17_2560* (DNAJ heat shock family protein), *Pp3c18_16670* and *Pp3c19_22640* (*HSP20-like*), *Pp3c14_19430* and *Pp3c11_1010* (*HSP70*). In addition to heat shock proteins, this set contained other genes, such as *Pp3c3_15530* and *Pp3c1_12850*, both encoding proteins with similarities with Bax inhibitor-1 as well as *Pp3c9_8740* and *Pp3c15_4650*, both encoding putatif RHOMBOID-like-protein-14. Similarly, *Pp3c7_700*, which encodes a putative RING/U-box protein, was found within this set of genes (Table S5). This suggests a possible direct activation of these genes by Heat Shock Transcription Factors.

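After 1 h at 37 °C the DNAJ gene Pp3c20_14730 had 787 ± 73.8 CPM (SD, n = 2) against 19.5 ± 0.927 at 24 °C, a log2 fold change of 5.33 (standard error 0.27, adjusted p = 2.0e-10 from edgeR's quasi-likelihood test). At 6, 12 and 24 h its log2 fold changes were 2.63, 3.59 and 3.05. Pp3c17_2560, another DNAJ gene, had 2.01 (standard error 0.26, adjusted p = 1.0e-05, edgeR) at 1 h. It did not pass the thresholds at 12 h (0.96). The HSP20-like gene Pp3c18_16670 had no count at 24 °C at any time, so its 380.4 CPM after 1 h at 37 °C was at least 1427-fold higher, taking 3 counts over the control group as the floor. At 6, 12 and 24 h it was at least 33.6-fold, 95.0-fold and 55.9-fold higher. Pp3c19_22640, also HSP20-like, rose by 4.87, 3.81, 4.04 and 3.65 on the log2 scale at the 4 times. Among HSP70 genes, Pp3c11_1010 had 7.86 (standard error 0.51, adjusted p = 3.1e-09, edgeR) at 1 h and 2.42 at 6 h, while Pp3c14_19430 had 2.66 at 1 h and 0.93 at 6 h, the latter not past the thresholds. Floors cover counting error only.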

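The Bax inhibitor-1 gene Pp3c3_15530, from a family that restrains cell death, had 1764 ± 65.4 CPM (SD, n = 2) after 1 h at 37 °C against 55.8 ± 5.75 at 24 °C, a log2 fold change of 4.98 (standard error 0.24, adjusted p = 1.2e-10 from edgeR's quasi-likelihood test). Its log2 fold changes at 6, 12 and 24 h were 2.48, 3.00 and 2.44. Pp3c1_12850, of the same family, had 2.73, 1.13, 1.77 and 1.86 at the 4 times. At 30 °C both rose after 1 h, by 2.31 and 1.75 on the log2 scale. The RHOMBOID-like-protein-14 genes Pp3c9_8740 and Pp3c15_4650, named after a family of membrane proteases, had 4.60 (standard error 0.30, adjusted p = 3.4e-09, edgeR) and 3.58 (standard error 0.27, adjusted p = 1.8e-08, edgeR) after 1 h at 37 °C. At 24 h they stood at 1.96 and 1.66, values that limma-voom treat did not call.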

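Pp3c7_700 encodes a RING/U-box protein, a class that includes ubiquitin ligases. It had, after 1 h at 37 °C, 369.6 ± 11.3 CPM (SD, n = 2) against 2.65 ± 0.927 at 24 °C, a log2 fold change of 7.11 (standard error 0.29, adjusted p = 1.7e-11 from edgeR's quasi-likelihood test). At 6, 12 and 24 h the log2 fold changes were 3.83, 3.74 and 4.07. At 30 °C it rose by 3.21 after 1 h and by 2.69 after 24 h on the same scale.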

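At 30 °C, limma's fry, which asks whether a set moves one way on balance, gave adjusted p-values of 4.6e-06, 0.0149, 0.00177 and 0.00328 at 1, 6, 12 and 24 h for the 49 genes with the motif. Against the other genes tested, camera with an estimated correlation between genes gave adjusted p-values of 0.0182, 0.143, 0.0977 and 0.276, of which only that of 1 h is under 0.05. All values are adjusted over 60 tests. The genes were taken from a module of heat-induced genes in the 24 °C and 37 °C libraries, so a rise at 37 °C is not tested by these genes, and the values at 30 °C rest on the same 24 °C libraries that the choice used. The binding of heat shock factors was not measured in these libraries.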

## 3. Discussion

### 3.1. Global Effects of Temperature on the P. patens Transcriptome

The special IPCC global warming report (https://www.ipcc.ch/sr15/) indicated that the increase in global mean surface temperature (GMST) by 1.5 °C is likely to increase the frequency and severity of extreme events, such as flooding, drought and heatwaves. In laboratories, *P. patens* is routinely cultivated at temperatures around 25 °C. (http://moss.nibb.ac.jp/). Therefore, the aim of this work was to assess the dynamics of the responses of *P. patens* to changes in continuous temperature over a short period of time and two temperatures were chosen (30 and 37 °C) as mild (warming) and strong stress inducers to be compared to the optimal (control) temperature of 24 °C. Multidimensional analysis of the RNASeq data via PCA and clustering indicated a clear separation between the samples belonging to 24, 30 and 37 °C treatments suggestive of different responses depending on the temperature intensity. However, all the 30 °C samples were grouped between the 24 °C samples and the 37 °C samples in the PCA plot, which could be explained by a gradual response of *P. patens* to temperature increase. Indeed, Claeys et al. [25] showed that *Arabidopsis thaliana* plants could adapt their response to abiotic stress intensity. Similarly, Kumar and Wigge [26] experimentally showed that at least one HSP70 member displayed a uniform linear expression induction upon constant temperature increases which supports the hypothesis that the modulation of expression depends, at least in part, on the heat stress intensity. It also has to be noted that time point samples from 1 to 24 h are spread along the second PCA axis. However, the magnitude of variation was higher between the 37 and 30 °C samples than between the 24 °C samples. In particular, the 1 and 24 h samples at 24 °C were close to each other while the corresponding samples at 30 and 37 °C were highly dissimilar. This result suggests that a part of the variability observed may involve the circadian rhythm and that this latter may be modified by a high temperature treatment. 

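On the first component, the 30 °C libraries lay from 10.4 to 54.0, the 24 °C libraries from 73.1 to 84.8 and the 37 °C libraries from −159 to −12.4. All 8 libraries of 30 °C thus lay between those of 24 °C and 37 °C. Their group means moved from 47.6 ± 9.12 (SD, n = 2) after 1 h to 42.9 ± 5.77, 27.9 ± 12.1 and 12.3 ± 2.76 after 6, 12 and 24 h. With every gene scaled to the same variance, 3 of the 8 lay between the other temperatures.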

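Along the second component, the 24 °C libraries spanned 102 units, the 30 °C libraries 152 and the 37 °C libraries 170. Sampling times of 1, 12 and 24 h were compared with each other, and those of 6 h were not. Among these 3 pairs the most genes changed from 1 h to 24 h at 30 °C (4265) and at 37 °C (8317), and from 1 h to 12 h at 24 °C (3019). These counts are from edgeR's quasi-likelihood test with 2 libraries per group.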

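Between 1 h and 24 h, 802 genes differed at 24 °C. Between 12 h and 1 h, 3906 genes differed at 30 °C and 8210 at 37 °C. Between 24 h and 12 h the order was another: 2225 genes differed at 24 °C, 2551 at 37 °C, and 39 at 30 °C. The mean distance between the 1 h and 24 h libraries was 129 at 24 °C, 190 at 30 °C and 255 at 37 °C, against 92.2 to 158 between replicates of the 1 h and 24 h groups at these temperatures.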

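Of the genes that differed between 12 h and 1 h at 24 °C, 1699 were higher and 1320 lower at 12 h. On these genes, the libraries were placed on a scale from the mean of 24 °C 24 h (0) to the mean of 24 °C 12 h (1). After 24 h at 30 °C the position was 0.595, with 0.564 and 0.626 for its replicates, and after 12 h at 30 °C it was 0.843. At 37 °C it was 0.668 after 12 h and 0.322 after 24 h, with 0.297 and 0.347 for its replicates. Among genes changed after 24 h at 30 °C, 1319 were also among these genes, and 1165 of them (88.3%) changed in the direction they take from 1 h to 12 h. The genes and the scale were chosen after the result was seen. Taken as a share of the difference between 12 h and 1 h, the positions after 24 h were 0.407 at 30 °C and 0.220 at 37 °C.

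**Figure D1:**
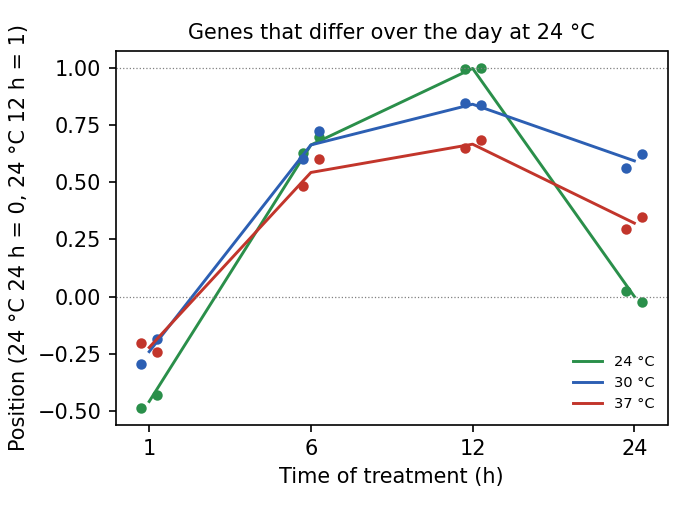
Position of each library on the genes that differ between 12 h and 1 h at 24 °C, by time in hours, where 0 is the mean of 24 °C 24 h and 1 the mean of 24 °C 12 h. Points are the 2 replicates, lines join their means, and colours give 24 °C (green), 30 °C (blue) and 37 °C (red); after 24 h the 30 °C libraries sit at 0.595.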

In their review, Gil and Park [27] suggested that HSPs are important to preserve the circadian clock under temperature stress. Moreover, although the circadian clock enables plants to maintain plant growth and vigor, some of the genes controlling it may be modified by increasing temperature. Blair et al. (2019) [28] also showed that some genes may be specifically expressed in response to heat depending on the time of day. In total in our experiments, 19 genes belonging to those central clock genes (extracted from Holm et al. 2010 [29]), such as *CCA1*, have been found to be differentially expressed under 37 °C and 30 °C at different times (Table S7 circadian genes). Those genes have also been described in the preservation of the circadian rhythm under cold treatment [30]. 

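Of 50 clock-related genes of Table S7 measured here, 39 passed the thresholds in at least 1 comparison, 18 of them at 30 °C and 39 at 37 °C. Of all 21429 genes tested, 13616 passed in at least 1 comparison, 4613 at 30 °C and 12994 at 37 °C. Gene names are those of Arabidopsis homologs. The CCA1 homolog Pp3c3_37540, a morning gene of the clock, had 17.6 ± 4.57 CPM (SD, n = 2) after 24 h at 30 °C against 217 ± 28.1 at 24 °C, a log2 fold change of -3.62 (standard error 0.30, adjusted p = 2.0e-07 from edgeR's quasi-likelihood test). At 24 °C after 12 h it stood at 16.4 ± 4.68 CPM. The PRR3 homolog Pp3c16_18610, of the pseudo-response regulators, had 265 ± 17.4 CPM after 24 h at 30 °C against 22.4 ± 3.00, a log2 fold change of 3.57 (standard error 0.18, adjusted p = 1.5e-09, edgeR), and stood at 430.2 ± 26.4 CPM after 12 h at 24 °C. Pp3c5_26150, 1 of several COP1 homologs, had -4.45 (standard error 0.21, adjusted p = 5.0e-10, edgeR) and the DET1 homolog Pp3c19_5540 -1.98 (standard error 0.19, adjusted p = 7.0e-07, edgeR). Of the other COP1 homologs, Pp3c6_5030 and Pp3c16_19410 also fell after 24 h at 30 °C, Pp3c1_13190 rose and the rest did not pass the thresholds. After 24 h at 30 °C, 5 of the 50 rose and 11 fell (6 and 12 when adjusted over the list alone), and all 12 of these that also differed between 12 h and 1 h at 24 °C did so in the same direction. Of all 21429 genes, 1992 rose and 2016 fell at this time. For the clock-related set as a whole, camera with an estimated correlation gave an adjusted p of 0.519 at this time. Fry for change in either direction gave an adjusted p of 2.4e-14. Fry does not set these genes against the others, and it also gave 2.8e-06 after 1 h at 30 °C, when 1 of the 50 rose and 1 fell. Limma-voom treat called 18 of the 50 in any comparison, and 6373 of all 21429 genes. After 12 h at 37 °C, CCA1 had -5.49 (standard error 0.50, adjusted p = 1.1e-07, edgeR).

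**Figure D2:**
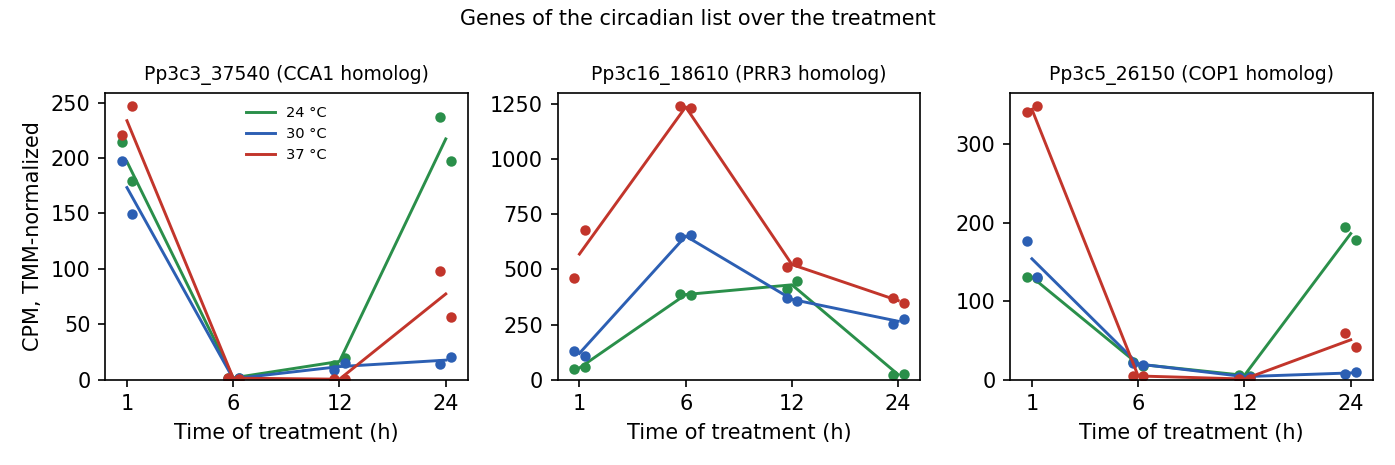
CPM of the CCA1 (Pp3c3_37540) and PRR3 (Pp3c16_18610) homologs and of 1 of several COP1 homologs (Pp3c5_26150) by time in hours, on a linear axis. Points are the 2 replicates, lines join their means, and colours give 24 °C (green), 30 °C (blue) and 37 °C (red); after 24 h at 30 °C the CCA1 homolog is at 17.6 against 217 at 24 °C.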

### 3.2. Dynamics of the Transcriptional Response of P. patens to High Temperature (37 °C)

The molecular and physiological responses of *P. patens* to severe heat stress have been the scope of many studies. For instance, membrane composition and fluidity [17] and extracellular calcium influx through specific cyclic nucleotide-gated channels (CNGCs) [20] constitute primary thermosensors capable of triggering heat-shock response (HSR). The knockout of a small heat-shock protein sHSP16.4 compromised the recovery process after heat stress application [16] demonstrating that the HSR has a protective role in *P. patens* cells. Saidi et al. [19] have tested the soybean promoter of the same small heat-shock protein (Gmhsp17.3B) to monitor its activation by heat stress, which reaches its maximum when protonemata were placed for 1 h at 38 °C. However, prolonging the duration of treatment up to 2 h did not result in further activation of this promoter. Saidi et al. [18] confirmed this finding and showed that the alternation of inducing and recovery temperatures resulted in more HSP induction than a continuous heat stress, suggesting that the heat stress response was attenuated and necessitated a recovery period to be reset and become fully responsive. In our study, 70 HSP-related genes were found up-regulated by 37 °C at 1 h, 44 genes at 6 h, 52 genes at 12 h and 44 genes at 24 h. Among these genes, 20 were exclusively found at 1 h whereas only 4 genes were found exclusively up-regulated at 24 h. This result indicated that the induction of HSP-related genes is rapidly followed by an attenuation phase. 

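Of the 65 HSP-related genes, 65 were up-regulated after 1 h at 37 °C, 57 after 6 h, 56 after 12 h and 49 after 24 h (65, 58, 59 and 49 when adjusted over the list alone). After 24 h, 16 of 19 HSP20-like genes, 7 of 9 HSP70, 4 of 5 HSP90, 7 of 10 DNAJ, 7 of 9 chaperonin and 5 of 7 other co-chaperone genes were up-regulated. Heat shock factors went from 4 of 4 at 1 h to 1 of 4 at 24 h. The HSP90-family gene Pp3c14_3360 had 4252 ± 585 CPM (SD, n = 2) after 1 h against 496 ± 45.2, a log2 fold change of 3.10 (standard error 0.17, adjusted p = 3.2e-10 from edgeR's quasi-likelihood test). The chaperonin gene Pp3c26_2180 had 4.36 (standard error 0.23, adjusted p = 3.0e-10, edgeR) and the Fes1A co-chaperone gene Pp3c16_19440 4.83 (standard error 0.35, adjusted p = 1.3e-08, edgeR). The names came from the study's tables, mostly of genes it called at 1 h, so the 65 are no independent evidence, and the list lacks genes induced later. With limma-voom treat the counts were 65, 36, 42 and 34.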

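Of the 65 HSP-related genes, 5 passed the thresholds at 37 °C after 1 h and at no later time. They are the HSP20-like genes Pp3c11_14270, Pp3c25_8880 and Pp3c8_9380 and the DNAJ genes Pp3c12_8210 and Pp3c23_15410, named after their values were seen. Pp3c11_14270 had a log2 fold change of 5.24 at 1 h (adjusted p = 0.00037 from edgeR's quasi-likelihood test) and 0.86 at 24 h (adjusted p = 0.53, edgeR). Pp3c23_15410 went from 2.83 at 1 h to 0.50, 0.66 and 0.19 at 6, 12 and 24 h. Pp3c25_8880 still had a log2 fold change of 3.54 at 24 h (adjusted p = 0.22, edgeR), so a missed threshold there does not show the absence of a response. All 65 genes of the list were up-regulated at 1 h, so it holds no gene induced at 24 h alone. The paper's number of genes found only at 1 h comes from its own list and from limma, so it is not comparable with the 5 here. Limma-voom treat called 36, 42 and 34 of the 65 at 6, 12 and 24 h, and its number at 1 h alone was not counted.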

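The response of 31 of the 65 HSP-related genes was lower after 6 h at 37 °C than after 1 h, 28 were lower after 12 h and 39 after 24 h, by edgeR's quasi-likelihood test of the difference between the times. By the same test the response was higher than after 1 h for 0, 2 and 0 genes. Of all 2722 genes up-regulated after 1 h at 37 °C, 42.8%, 44.3% and 42.9% had a lower response at 6, 12 and 24 h. The shares of the list were near these at 6 h and 12 h and higher at 24 h. A lower response at 6 h and 12 h was thus not particular to HSP-related genes. The median log2 fold change of the 65 was 4.36 after 1 h and 2.68, 2.62 and 2.31 after 6, 12 and 24 h. Their control level moved too: at 24 °C, 24 of them were lower and 3 higher at 12 h than at 1 h, with a median log2 fold change of −1.04. A lower control level raises the fold change at 12 h. The HSP70 gene Pp3c14_19430 went from 682 ± 34.0 CPM (SD, n = 2) after 1 h to 164 ± 17.3 after 6 h and 191 ± 32.6 after 24 h, against 77.3 ± 3.72 at 24 °C 24 h. A rise above the 24 °C level thus remained in 49 genes after 24 h. Most names on the list come from genes the study called at 1 h, which favours high values at that time. With limma-voom treat 13, 14 and 18 genes were lower than at 1 h, and with library totals in place of TMM 26, 20 and 25.

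**Figure D3:**
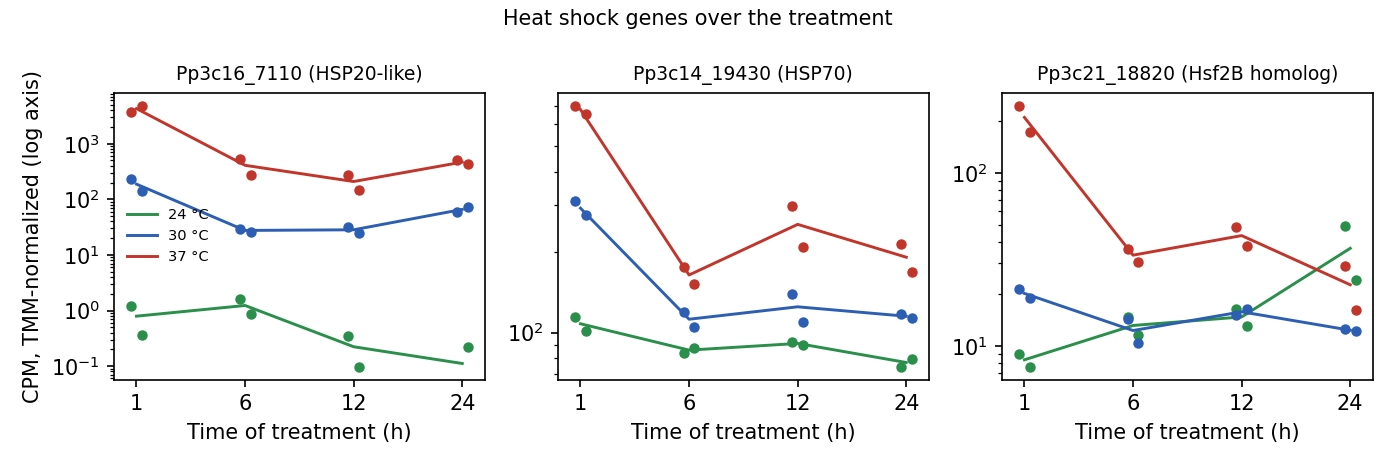
CPM of the HSP20-like gene Pp3c16_7110, the HSP70 gene Pp3c14_19430 and the Hsf2B homolog Pp3c21_18820 by time in hours, on a log axis. Points are the 2 replicates, lines join their means, and colours give 24 °C (green), 30 °C (blue) and 37 °C (red); Pp3c14_19430 at 37 °C goes from 682 after 1 h to 191 after 24 h.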

While the findings of Saidi et al. [18,19] were based on the induction of an HSP promoter; here, we extended this observation to several *HSP* genes, supporting the hypothesis that the attenuation phase could be a general process. Although the molecular mechanism of the attenuation process is still not fully known, some hypotheses suggest that this process could be mainly achieved through the inactivation of Heat Shock Factors by HSP70 chaperones which act directly on the Hsf1 transactivation domain and repress the transcription of heat shock genes [31]. Another possibility could be a negative regulation of HSR by a class B heat shock factor, such as Hsf2B in *A. thaliana* [32]. Indeed, 4 genes with homology to the *A. thaliana* Hsf2B gene (*AT4G11660*) were found in the genome of *P. patens*, among which, two were found up-regulated at 1 h at 37 °C: *Pp3c21_18820* (fold change =4.6, *p*-value=0.00000503) and *Pp3c22_9250* (fold change = 3.49, *p*-value = 0.000274674) suggesting a possible negative regulation exerted by these Hsf2B-homologous genes on the HSR. 

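Pp3c21_18820 had, after 1 h at 37 °C, 209 ± 50.5 CPM (SD, n = 2) against 8.34 ± 1.01 at 24 °C, a log2 fold change of 4.64 (standard error 0.34, adjusted p = 1.7e-08 from edgeR's quasi-likelihood test). Pp3c22_9250 had a log2 fold change of 3.57 (standard error 0.31, adjusted p = 1.4e-07, edgeR) from 8.54 ± 0.506 CPM at 24 °C. At 6 h their log2 fold changes were 1.35 and 1.62, and at 24 h -0.70 and -0.85, neither of the last past the thresholds. After 1 h at 30 °C they rose by 1.27 and 1.28 on the log2 scale, calls that ended with limma-voom treat and without at least 1 of the libraries. Binding or repression by these factors was not measured in these libraries.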

Alternatively, Li et al. [33] suggested that the activation of one of the Endoplasmic Reticulum Associated Degradation (ERAD) pathways (Cytosolic Protein Response (CPR)) by heat stress may lead to the termination of the HSR in an attempt to avoid excessive responses in *A. thaliana* plants and maintain protein homeostasis through Hsf2B. However, the involvement of Hsf2B-related genes as negative regulators or the ERAD pathways in inhibiting the HSR response need to be experimentally addressed in *P. patens*.

Besides the up-regulated genes, we found that the number of down-regulated ones steadily increased with the duration of heat stress. Those genes are mainly involved in protein folding, which may indicate that this process is directly affected by the heat. Additionally, Larkindale and Vierling [34] demonstrated that more attention should be paid to those genes whose expression is repressed by heat stress. In particular, they found that many of the repressed genes are involved in general growth metabolism but the genes related to Programmed Cell Death (PCD), such as disease resistance genes, were also found down-regulated in *A. thaliana*. Those authors suggested a fine balance between the activation of prosurvival genes and the repression of genes promoting cell death. 

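At 37 °C, 2291 genes were down-regulated after 1 h, 3758 after 6 h, 4019 after 12 h and 4189 after 24 h. The ARR4 homolog Pp3c22_9010, a response regulator of cytokinin signalling, fell throughout, with log2 fold changes of -1.36, -2.13, -2.22 and -2.31, the last with a standard error of 0.26 and an adjusted p of 1.1e-06 from edgeR's quasi-likelihood test. The phytochrome homolog Pp3c3_23790 (PHYE) had -2.40 (standard error 0.30, adjusted p = 7.7e-06, edgeR) after 1 h and -0.54, not past the thresholds, after 24 h. Limma-voom treat gave 329, 1506, 2026 and 2268 down-regulated genes. With library totals in place of TMM the counts were 4698, 4037, 4074 and 3715, so the rise with time was absent under that scaling. Fitted to the 4 libraries of that comparison alone, the count at 1 h was 1413.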

Consistent with this statement, among the genes annotated as resistance genes, we found that 13 were down-regulated by 37 °C at 1 h, 20 genes at 6 h, 24 genes at 12 h and 25 genes at 24 h. This finding suggests that crosstalk between the activation of HSR and the repression of PCD could occur in order for the new metabolism statement to better adapt to the new temperature conditions. However, this assumption needs further investigation to be confirmed. As for the repression of HSR, it was reported that HsfB1 and HsfB2b are negative regulators of disease resistance in *Arabidopsis thaliana* [35]. Interestingly, conversely to mild temperature stress (30 °C), our results highlighted a down-regulation of the thiamine biosynthesis pathway at 12 h, which confirms the hypothesis that the mechanisms of thermotolerance induced in response to temperature may depend on the level of the temperature perceived.

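Of the genes up-regulated after 24 h at 30 °C, 275 were down-regulated after 12 h at 37 °C, where independent lists of these sizes would share 374. At 6 h of 37 °C the number was 260, at 1 h 127 and at 24 h 170, against 349, 213 and 389 for independent lists. With limma-voom treat, 20 genes were up at 30 °C 24 h and down at 37 °C 12 h, against 18.2 for independent lists. The comparison of 30 °C 24 h shares its controls with that of 37 °C 24 h and not with those of 37 °C at 1, 6 or 12 h. Thiamine synthesis genes were not analysed here, so these counts cover all genes tested.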

### 3.3. Dynamics of the Transcriptional Response of P. patens to Mild Temperature (30 °C)

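At 30 °C, 4613 genes passed the thresholds at least once in edgeR's quasi-likelihood test, and 852 with limma-voom treat. At 37 °C the numbers were 12994 and 6196. By time, 757 genes changed after 1 h at 30 °C, 239 after 6 h and 570 after 12 h, and 45 were up-regulated at all 4 times, 1 with limma-voom treat. Among these 45, Pp3c11_15920, a glycosyl hydrolase family 31 gene, had log2 fold changes of 4.91, 4.55, 4.03 and 4.76 at 1, 6, 12 and 24 h, with adjusted p = 1.2e-06 (edgeR) at 24 h. At 6 and 12 h limma-voom treat did not call it, nor did glmTreat at 6 h. Without the comparison of 24 h, 1307 genes passed at least once, a count added after seeing the data.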

Only a very limited number of differentially expressed genes (i.e., 852 genes, see Table S1) were identified using the limma method and protonemata subjected to a 30 °C treatment. In addition, the majority of DEGs were found at 1 h (53 genes) and 24 h (820 genes) after temperature treatment corresponding to a “biphasic” response with an early response at 1 h and a late response at 24 h. 

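The response to 30 °C differed between 24 h and 1 h for 2633 genes, 1031 higher and 1602 lower at 24 h, and between 24 h and 12 h for 1271, 484 higher and 787 lower, by edgeR's quasi-likelihood test of the difference. The COP1 homolog Pp3c6_5030 is an example: its log2 fold change was 0.50 after 1 h, -0.09 after 12 h and -3.05 (standard error 0.32, adjusted p = 1.9e-06, edgeR) after 24 h. The 30 °C libraries themselves changed in 14 genes upwards and 25 downwards from 12 h to 24 h, while the 24 °C libraries changed in 1044 genes upwards and 1181 downwards from 24 h to 12 h. With library totals in place of TMM the balance of 24 h against 1 h was reversed, with 2073 genes higher and 883 lower. Limma-voom treat gave 10 and 134 genes for 24 h against 1 h and 29 and 68 for 24 h against 12 h. The 484 fell to 271, 291, 250 and 288 without replicate 2 of 24 °C 12 h, replicate 1 or 2 of 24 °C 24 h, or replicate 1 of 30 °C 12 h, the 787 to 492 and 435 without replicate 2 of 24 °C 12 h or replicate 1 of 30 °C 12 h, and the 1031 to 653, 667, 627 and 658 without replicate 1 of 24 °C 1 h, 24 °C 24 h, 30 °C 1 h or 30 °C 24 h.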

Enrichment in GO terms indicated that early response consisted of response to heat stress (HSR) such as “protein folding” and “endoplasmic reticulum stress” (ERS) whereas no enrichment was observed in the later stages (6 h, 12 h and 24 h after treatment). 

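Among genes that limma-voom treat called up-regulated at 30 °C, HSP-related genes of the list used here were 18 of 49 after 1 h, 1 of 1 after 6 h, 4 of 8 after 12 h and 6 of 192 after 24 h. The list misses any HSP-related gene without a name in the tables used here. Its median log2 fold change at 30 °C was 1.57, 0.63, 0.83 and 0.58 at the 4 times. The HSP20-like gene Pp3c1_7030 had 866 ± 204 CPM (SD, n = 2) after 1 h at 30 °C against 18.7 ± 2.33, a log2 fold change of 5.53 (standard error 0.32, adjusted p = 1.9e-08 from edgeR's quasi-likelihood test). After 12 h its log2 fold change was 3.46 (standard error 0.31, adjusted p = 8.0e-06, edgeR). Most names on the list came from genes the study called at 37 °C against the same controls, so it is no independent evidence.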

A careful examination of the DEGs indicated that 30 out of 49 up-regulated genes at 1 h belonged to these two classes; 1 out of 1 gene at 6 h, 6 out of 8 at 12 h and 10 out of 153 up-regulated genes at 24 h. This result suggested that 30 °C is at once perceived as a harmful temperature which causes damage to cellular proteins, hence activating cytosolic and endoplasmic reticulum chaperones in order to repair unfolded and misfolded proteins and to restore protein homeostasis [36]. This rapid response seems sufficient to alleviate the stressful treatment at 30 °C. The late response corresponded to a down-regulation of genes related to photosynthesis and carbon fixation suggesting that even though the stress response was limited in time, a long-term negative impact of a temperature rise could still be observed. It therefore seems that very soon after the application of the temperature of 30 °C (i.e., from 1 h), there is a response of the “stress response” type involving HSP-like genes, then there would be an acclimation phase which is ensued at 24 h by the activation of thiamine synthesis. Conversely, the negative effects illustrated by the repression of photosynthesis seem to occur only after 24 h. These observations also indicate that *Physcomitrella patens protonema* cells may respond to a temperature rise in a dose-dependent manner, which is consistent with the findings of Kumar and Wigge [26], who showed that the induction of a HSP70 gene in *A. thaliana* plants is proportionate to the ambient temperature rise between 12 °C and 27 °C, and that the negative effects may be proportionate to the deviation from the optimum. 

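Of the genes up-regulated after 1 h at 30 °C, 290 were higher still at 37 °C and 11 lower, by edgeR's quasi-likelihood test of 37 °C against 30 °C. At 6 h, 61 were higher and 18 lower, at 12 h 116 and 99, and at 24 h 278 and 655. Of the genes down-regulated at 30 °C, 41, 45, 115 and 430 were lower still at 37 °C at 1, 6, 12 and 24 h, and 8, 4, 10 and 293 higher. These genes were chosen by their calls in the same 30 °C libraries, which favours smaller changes at 37 °C than at 30 °C. For HSP-related genes, 63 of 65 were higher at 37 °C than at 30 °C after 1 h, 47 after 6 h, 44 after 12 h and 40 after 24 h, on a list named mostly from the study's calls at 37 °C 1 h. After 24 h the HSP20-like gene Pp3c12_24560 had 538 CPM at 30 °C and 1403 ± 75.9 (SD, n = 2) at 37 °C. Over all genes, 1749 were higher and 1158 lower at 37 °C than at 30 °C after 1 h. These fell to 1115 and 745 without replicate 2 of 30 °C 1 h and to 1156 and 759 without replicate 2 of 37 °C 1 h, were 697 and 299 when fitted to the libraries of the comparison alone, and were 1163 and 2646 with library totals in place of TMM.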

The effects of similar mild temperatures (increase of ambient temperature by 8 °C above the optimal growth temperature) have been tested on bread wheat (*Triticum aestivum*, SxB139 and SxB49 recombinant inbred lines) and yield was reduced by approximately 17% [3] whereas a reduction of up to 50% was observed at high temperatures [37,38]. 

GO enrichment analysis also indicated that, 24 h after the application of the 30 °C treatment, there is an induction of genes related to thiamine biosynthesis. Thiamine (vitamin B1) was reported to participate both in normal growth and in the adaptation of plants to abiotic and biotic stresses. For instance, thiamine supply has been shown to mitigate the negative effects of salinity on growth in sunflowers [39]. Also, heat stress induced an accumulation of the thiamine biosynthetic enzyme hydroxyethyl thiazole phosphate synthase in *Populus euphratica* [40]. Thus, an up-regulation of genes related to the thiamine biosynthesis in *P. patens* at 30 °C may suggest that this compound participates in the acclimation process. Furthermore, Rapala-Kozik et al. [41] showed an increase of total thiamine content and a gain in the thiamine activating enzyme, thiamine pyrophosphokinase, in maize seedlings submitted to high salt and drought stresses. The authors attributed this increase to the accumulation of Reactive Oxygen Species (ROS) in response to abiotic stresses. Alternatively, the activation of this pathway could be explained by the need to compensate the high demand on thiamine which is used as a cofactor in numerous cellular processes, in particular, for the synthesis of stress-related proteins and stress-related compounds. However, it would be interesting to test, experimentally, if supplying a *P. patens protonema* culture with exogenous thiamine would alleviate the effects of a moderate heat stress.

### 3.4. Attempt to Identify de Novo Candidate Players in Heat Stress Response

Larkindale and Vierling identified the sets of genes in *A. thaliana* involved in response during acclimation to heat stress [34]. They classified the genes responding to heat in 73 clusters, some of which were enriched in genes encoding HSPs. The promoters (i.e., 1000 bp) of the genes that belonged to these particular clusters contained the palindromic motif GAAnnTTC which binds heat shock factors Hsf1AE [42]. Furthermore, these clusters contained other genes (some with unknown functions) than HSPs. In our work, we used a network approach (WGCNA) to identify the groups of genes with similar expression profiles. We then made the assumption that genes belonging to the same module (cluster) are likely to have a similar repertoire of cis-regulatory elements within their respective promoters. Indeed, the promoters of genes in the yellow module, which displayed rapid and transient heat-activation, were enriched with the HsfA1E motif. 

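Among the top 100 genes of the yellow module, the 49 with the motif had a mean log2 fold change of 4.23 ± 2.43 (SD across genes) after 1 h at 37 °C, and the other 51 had 3.48 ± 1.82. The difference of 0.75 was not past the threshold (two-sided permutation test, 100000 resamples, p = 0.086). At 6, 12 and 24 h the differences were 0.47, 0.55 and 0.62 (p = 0.11, 0.058 and 0.042, permutation test). Without HSP-annotated genes the difference after 1 h was −0.19 (p = 0.62, permutation test). Genes without a count in the 24 °C libraries of 1 h enter with a fitted fold change. Leaving out these 2 genes with and 3 without the motif, a choice made after seeing the data, gave a difference of 0.82 (p = 0.011, permutation test). All 100 genes were up-regulated after 1 h at 37 °C. Genes are not independent replicates, so these are descriptions across genes of libraries the study itself used to pick the 100.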

Among the top 100 genes of this module, 49 genes contained a putative heat stress element. For instance, *Pp3c9_6640*, which encodes a protein similar to heat shock protein 81.4 in *A. thaliana*, contained one canonical HsfA1E-binding site GAAnnTTC. Similarly, *Pp3c13_19370*, annotated as an E3-Ubiquitin protein ligase (Ring/Ubox family), contained the same motif. 

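Pp3c9_6640, annotated as heat shock protein 81-2 of the HSP90 family, has 2 sites in Table S6, and 1 of them holds GAAnnTTC in or beside the site. At 37 °C after 1 h it had 494 ± 171 CPM (SD, n = 2) against 15.1 ± 1.20 at 24 °C, a log2 fold change of 5.03 (standard error 0.44, adjusted p = 1.3e-07 from edgeR's quasi-likelihood test). At 6, 12 and 24 h it stood at 1.82, 2.36 and 1.49. The call at 24 h ended with limma-voom treat and without replicate 1 of 37 °C 24 h. Of the 49 genes, 16 hold GAAnnTTC in or beside a site.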

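Pp3c13_19370 has 1 site. Its level after 1 h at 37 °C was 185 ± 8.31 CPM (SD, n = 2) against 44.1 ± 1.20 at 24 °C, a log2 fold change of 2.07 (standard error 0.14, adjusted p = 8.5e-09 from edgeR's quasi-likelihood test). Its log2 fold change was 1.01 after 6 h, just past the threshold of 1, and 0.87 and 0.53 after 12 and 24 h, which are under it. The call at 6 h ended with limma-voom treat, with glmTreat and with library totals in place of TMM. It also ended without replicate 1 of 24 °C 6 h, replicate 1 or 2 of 37 °C 1 h, or replicate 2 of 37 °C 6 h.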

Interestingly, the *Pp3c13_1670* gene, with similarities to a myeloid leukemia factor, contained 10 HsfA1E motifs. However, while these observations suggest that these genes could be direct targets of the activation by the HsfA1E transcription factor, this hypothesis should be verified using appropriate experiments. Indeed, Maruyama et al. [43] showed that the heat stress element (HSE) should be included in a particular 18 nucleotide sequence to yield a heat stress responsiveness in some crop plants. Nevertheless, this approach provides a set of new candidate genes amenable to experimental verification as to whether they are direct targets of HSF transcription factor as well as the classical HSPs encoding genes.

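Of the 10 sites of Pp3c13_1670, 5 lie on each strand and 9 hold GAAnnTTC in or beside the site. The gene had, after 1 h at 37 °C, 207 ± 126 CPM (SD, n = 2) against 32.4 ± 1.67 at 24 °C, a log2 fold change of 2.67 (standard error 0.37, adjusted p = 2.4e-05 from edgeR's quasi-likelihood test). The 37 °C replicates lay far apart, and this standard error, from a spread shared by all groups, may be too small. The log2 fold changes at 6, 12 and 24 h were 1.54, 1.83 and 2.38, all past the thresholds, those of 6 h and 12 h not with limma-voom treat. At 30 °C it had 0.16, 0.53, 0.46 and 0.71 at the 4 times, values that did not pass.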

## 4. Materials and Methods

### 4.1. Plant Material

Protonemata of the *Physcomitrella patens* Gransden strain (The international Moss Stock Center, Germany, # 40001) were cultivated axenically in Petri dishes, containing a PpNH4 medium, as described by Ashton and Cove [44], supplemented with 7 g·L^−1^ of agar, in a growth chamber maintained at 24 °C under a photoperiod of 16/8 h and an irradiance of 100 µmol·m^−2^·s^−1^.

### 4.2. Heat Treatments

*P. patens* protonemal tissue was treated at 2 temperature levels (37 and 30 °C) at four time points (1, 6, 12 and 24 h). Two biological replications were realized. The temperature of the control treatment was 24 °C.

### 4.3. RNA Extraction

Total moss RNA was extracted from 100 mg of *P. patens* 7-day protonemal tissue from the heat and control treatments using Nucleospin^®^ RNA plant (Macherey-Nagel-Germany), DNase I treated with the kit following the manufacturer’s instructions for RNA-Seq analyses. Total extracted RNA was quantified using a spectrophotometer (nanodrop^®^) and the integrity was verified on 2% agarose gel.

### 4.4. Sequencing

Sequencing was carried out by Eurofin (Germany) using one lane and Illumina HiSeq 2500 using a 2 × 100 bp paired-end strategy. Briefly, mRNAs were purified using the polyA tract then used to construct strand-specific libraries. Each sample was tagged using 2 × 8 bp and after sequencing, the sequences were demultiplexed according to the 2 × 8 bp index code with 1 mismatch allowed. Libraries were generated using an Illumina Truseq Stranded mRNA kit following the manufacturer’s instructions (Kit version HiSeq SBS Kit v4, Illumina Way, San Diego, CA, USA). Library quality control and quantification were performed using Agilent Bioanalyser 2100 with High Sensitivity DNA Assay and qPCR for concentration determination before sequencing. The average insert size is approximately 340 bp (other specifications: Software: HiSeq Control Software 2.2.58, Illumina Way, San Diego, CA, USA). Sequences were deposited in the NCBI Sequence Read Archive (SRA) under the accession number GSE138467.

### 4.5. Mapping of Reads to P. patens Genome

Mapping of reads to reference sequences was performed using BWA-MEM and Galaxy platform (toolshed.g2.bx.psu.edu/repos/devteam/bwa/bwa_mem/0.7.17.1) [45]. The parameters were set as follows: “Algorithm for constructing the BWT index” = Auto. Let BWA decide the best algorithm to use. “Single or Paired-end reads” = Paired, “mean, insert lengths” = 100; “analysis mode” = Illumina.

The *P. patens* genome version Ppatens_318_v3.3, organized in 378 scaffolds and 32,926 loci containing protein-coding transcripts, was downloaded from (https://phytozome.jgi.doe.gov/pz/portal.html#!info?alias=Org_Ppatens:PhytozomeV12:Ppatens_318_v3.fa.gz) and used as the reference genome for mapping. In total, twenty-four BAM files, corresponding to 24 samples, were generated-2 biological replications x 3 heat treatments (24, 30, 37 °C × 4 time points (1, 6, 12, 24 h).

Raw read counts were created using *featureCounts* on a galaxy web server (Galaxy Tool Version: 1.4.6.p5 with default parameters [46]. The annotation version 3.3 of *P. patens* genome (file Ppatens_318_v3.3.gene.gff3, downloaded from https://phytozome.jgi.doe.gov/pz/portal.html#!bulk?org=Org_Ppaten), was used to estimate the raw expression of each gene (feature type filter = gene).

### 4.6. Data Transformation, Filtering and Normalization

All the steps of data normalization and the identification of differentially expressed genes were conducted using the limma package version 4.40.2 according to the procedure described by Law et al. [47]. Raw counts were converted to counts per million (CPM) using the cpm function in edgeR. Only genes with a CPM value > 0.5 in at least two samples were retained for further analysis. The genes that did not meet this criterion were considered as not expressed and thus filtered out. Expression of retained genes was normalized using Trimmed Mean of M-values (TMM) using the calcNormFactors function in edgeR [21]. This step yields a scaling factor that accounts for the library size. Finally, heteroscedasticity was removed using the voom method and library sizing. This normalized data was then used for global gene expression analysis (PCA and WGCNA, see below) and the detection of differential gene expression (DEG, see below).

### 4.7. PCA and Clustering Analysis

PCA analysis of the normalized data was conducted using FactoMineR package version 1.42. Hierarchical clustering was carried out using hclust in R with the euclidean distance and average method for agglomerations.

### 4.8. Identification of Differentially Expressed Genes (DEG)

To identify differentially expressed genes, eBayes and treat functions in the limma package were used to compare pairs of treated (30 °C or 37 °C versus control (24 °C) samples at 1 h, 6 h, 12 h and 24 h), yielding a total of 12 comparisons. A gene was considered as differentially expressed (DEG) if the absolute value of the log2 Fold Change (treated vs. control) was superior or equal to 1 (|log2FC| ≥ 1) with an adjusted *p*-value < 0.05. Up-regulated and down-regulated genes were identified if the value of log2FC was positive and negative, respectively.

#### 4.8.1. Identification of Co-Expressed Genes

A network of co-expressed genes was constructed using the Weighted Gene Co-expression Network Analysis (WGCNA) package in R [48]. Voom-normalized expression data, corresponding to the DEGs, were used to construct the network of co-expressed genes with the following parameters: A soft thresholding power of 18, networkType = “signed”, minModuleSize = 60, maxBlockSize = 2 000, corType = “pearson”, deepSplit = 2. CutHeight = 0.9. Initial modules with eigengene correlation ≥ 0.75 were merged. Non-assigned genes were grouped in the “grey” module. The modules of co-expressed genes were then color-coded.

#### 4.8.2. Annotation of the Set of DEGs

Although an annotation of *P. patens* genome was recently released [11], we used Blast2GO to reannotate the set of DEGs with *A. thaliana* proteome as reference. BlastP parameters were set at min. *e*-Value = 1 × 10^−4^, max Hits =20.

#### 4.8.3. GO Term Enrichment Analysis of the DEG and WGCNA Modules

Significant enrichments in GO terms in the DEG and WGCNA modules were identified using Fisher’s exact test with *P. patens* annotation version 3.3 as background [11] and a *p*-value threshold of 0.05 (Hochberg (FDR) as the multi-test adjustment method). 

#### 4.8.4. Identification of Conserved Motifs within the Promoters of DEG

The WGCNA identified sets of co-expressed genes which were arranged in color-coded modules. Each module could be represented by its “Module Eigengene” (ME) which corresponds to the first component of the PCA and which summarizes the expression of that module. Thereafter, genes within each module were ranked according to the correlation between their expression profile and the “Module Eigengene”. The top 100 genes in each module (i.e., displaying the highest correlation with the ME) were selected and 1500 bp upstream of their ATG initiation codon (promoter region) were retrieved from http://plants.ensembl.org.

Sequences were then scanned for the presence of conserved motifs using MEME Suite [49] with the following parameters: number of motifs: 4; minimum window size: 6; maximum window size: 12; markov_order: 0. The motifs that were detected by MEME were then subjected to a homology search using the motif comparison tool Tomtom version 5.O.5 [50] and Arabidopsis DAP (DNA Affinity Purification) motifs [24] as reference for comparison.

## 5. Conclusions

The effect of continuous high and mild temperatures over a relatively long period on the transcriptome of the moss *P. patens* was investigated for the first time. In this paper, we showed that *P. patens* responded differently according to the intensity of the applied temperature. A high temperature of 37 °C rapidly (1 h) induced the expression of a very large number of genes related to the Heat Shock Response (HSR) whereas, a very large number of genes were repressed after 24 h of treatment. Concerning the milder treatment (30 °C), the number of affected genes is relatively low and the most striking response occurs only 24 h after treatment with the activation of genes related to the thiamine synthesis pathway. Overall, a small percentage of differentially expressed genes (~10%) are common between the 30 °C and 37 °C treatments, suggesting different response signatures between these two temperatures and probably different adaptation mechanisms.

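Of the genes that passed the thresholds at either temperature, 3991 (29.3%) passed at both, in the same or opposite directions, where independent lists of these sizes would share 2797. With limma-voom treat 675 genes (10.6%) were common. These shares are of the genes called at either temperature, and far fewer were called at 30 °C. Of the 4613 genes called at 30 °C, 86.5% were also called at 37 °C, and 79.2% of 852 with limma-voom treat. Among genes called at both temperatures was the Rubisco small chain family gene Pp3c3_12530, with log2 fold changes of 2.58, 2.82, 3.24 and 2.43 at 30 °C and 4.80, 3.28, 5.36 and 2.00 at 37 °C at the 4 times, the last with an adjusted p of 0.0042 from edgeR's quasi-likelihood test. Limma-voom treat called it at 37 °C at 1, 6 and 12 h only. Across genes, which are not independent replicates, the log2 fold changes of both temperatures correlated at r = 0.578, 0.498, 0.494 and 0.549 at 1, 6, 12 and 24 h, where unchanged groups simulated against the same controls gave 0.499, 0.491, 0.446 and 0.615. Their covariances were 0.944, 0.696, 0.815 and 1.49, against simulated ones of 0.239, 0.178, 0.153 and 0.252. Without the 30 °C comparison of 24 h, left out after seeing the data, 1228 genes were common. From the small common share, the paper proposes different response signatures, and probably different adaptation, at the 2 temperatures.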

## Figures and Tables

**Figure 1:**
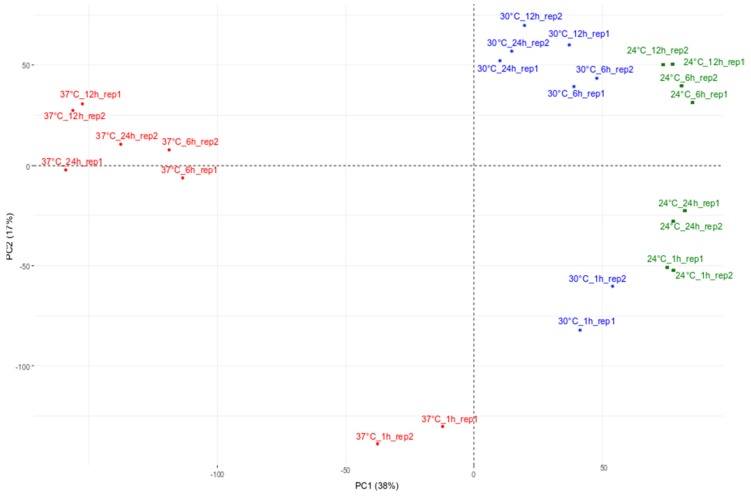
Plot showing the first two components of the principal component analysis (PC1 and PC2) representing the transcriptome of *P. patens* plants grown under heat treatments (30 °C in blue and 37 °C in red) and control conditions (24 °C in green) at 1, 6, 12 and 24 h. As an example: “24 °C_1h_rep1” corresponds to the first replicate of the treatment at 24 °C after 1 h.

**Figure 2:**
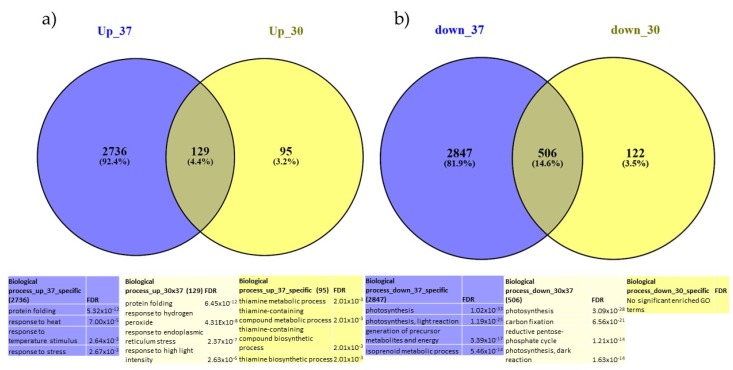
Venn diagram of expression data analysis at 37 °C and 30 °C of the (**a**) up-regulated genes and (**b**) down-regulated genes; and associated GO terms. Up_30 = DEG up-regulated at 30 °C at all time points, down_30 = DEG down-regulated at 30 °C at all time points. Up_37 = DEG up-regulated at 37 °C at all time points, down_37 = DEG down-regulated at 37 °C at all time points.

**Figure 3:**
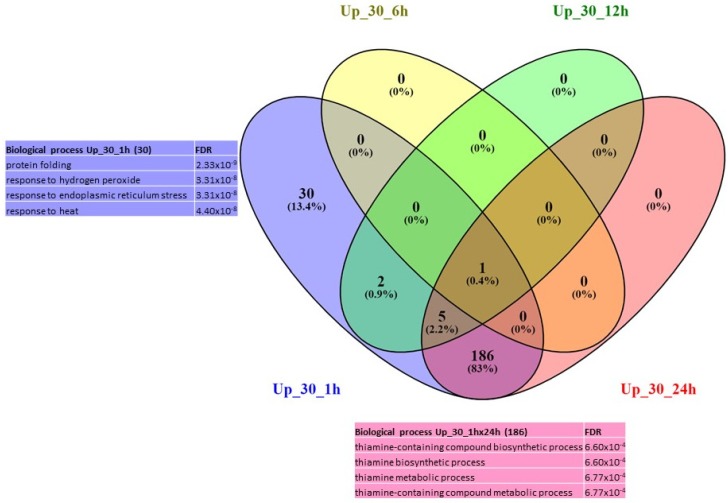
Venn diagram of expression data analysis at 30 °C of the up-regulated genes at 1 h, 6 h, 12 h and 24 h; and associated GO terms. Up_30_1h = up-regulated DEG at 30 °C at 1 h, Up_30_6h = up-regulated DEG at 30 °C at 6 h, Up_30_12h = up-regulated DEG at 30 °C at 12 h, Up_30_24h = up-regulated DEG at 30 °C at 24 h.

**Figure 4:**
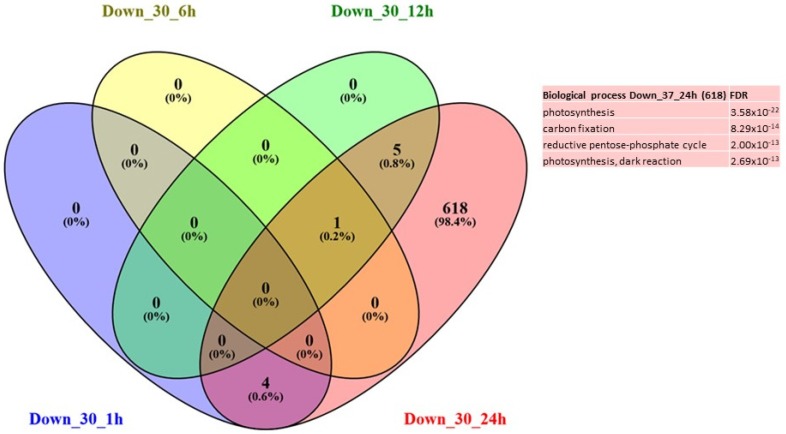
Venn diagram of expression data analysis at 30 °C of the down-regulated genes at 1 h, 6 h, 12 h and 24 h; and associated GO terms. Down_30_1h = down-regulated DEG at 30 °C at 1 h, Down _30_6h = down-regulated DEG at 30 °C at 6 h, Down _30_12h = down-regulated DEG at 37 °C at 12h, Down _30_24h = down-regulated DEG at 30 °C at 24 h.

**Figure 5:**
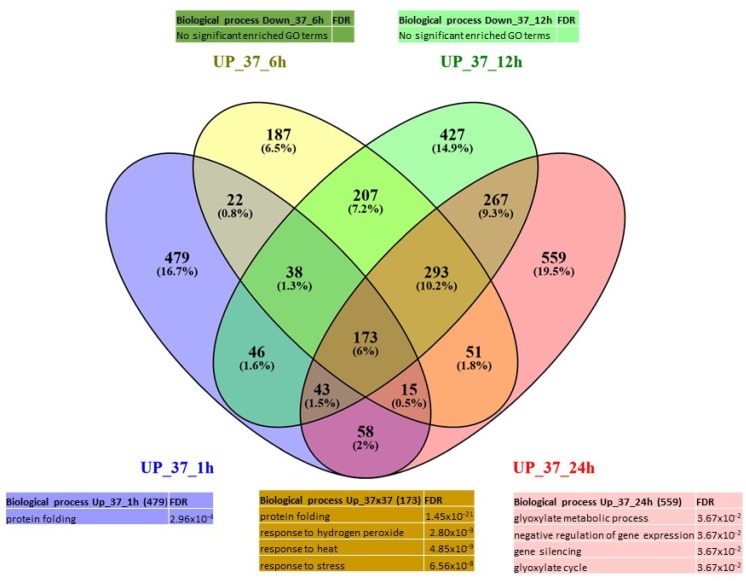
Venn diagram of expression data analysis at 37 °C of the up-regulated genes at 1, 6, 12 and 24 h and associated GO terms. UP_37_1h = up-regulated DEG at 37 °C at 1 h, UP_37_6h = up-regulated DEG at 37 °C at 6 h, UP_37_12h = up-regulated DEG at 37 °C at 12 h, UP_37_24h = up-regulated DEG at 37 °C at 24 h.

**Figure 6:**
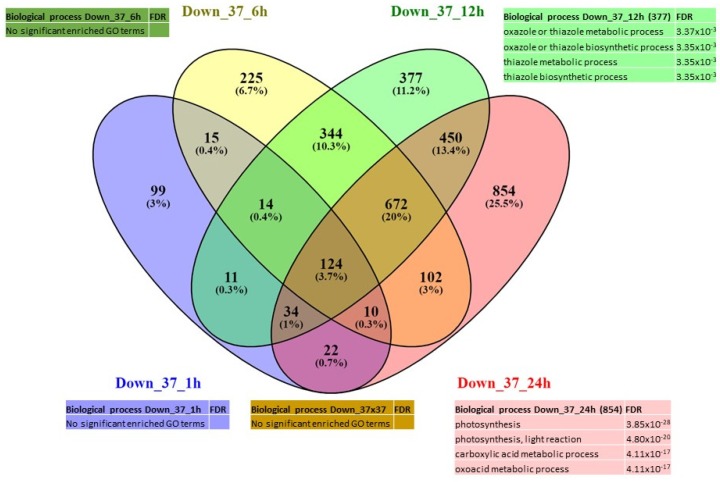
Venn diagram of expression data analysis at 37 °C of the down-regulated genes at 1, 6, 12 and 24 h; and associated GO terms. Down_37_1h = down-regulated DEG at 37 °C at 1 h, Down_37_6h = down-regulated DEG at 37 °C at 6 h, Down_37_12h = down-regulated DEG at 37 °C at 12 h, Down_37_24h = down-regulated DEG at 37 °C at 24 h.

**Figure 7:**
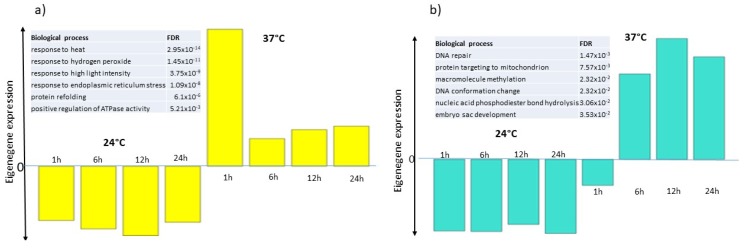
Eigengene expression of the yellow (**a**) and turquoise (**b**) WGCNA modules containing genes up-regulated by temperature increase. The histogram bars represent the eigengene expression of each module in samples grown at 24 °C or 37 °C for 1, 6, 12, 24 h. The GO term enrichment is represented in the left upper part of each figure panel.

**Figure 8:**
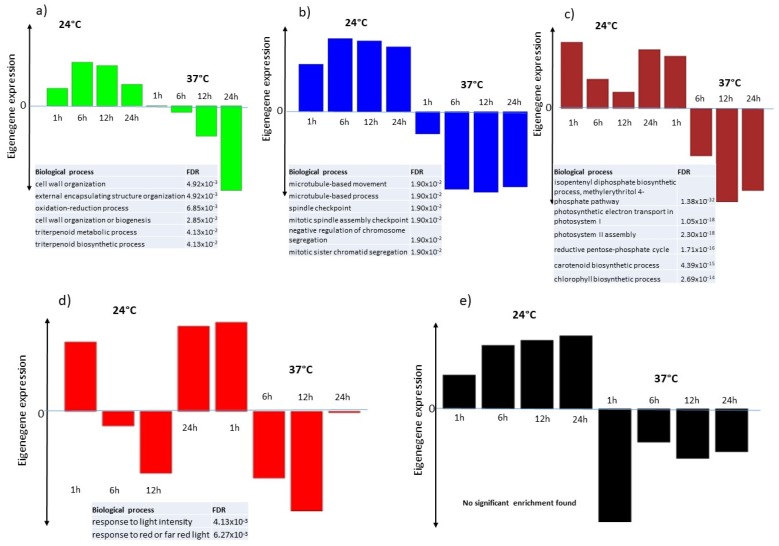
Eigengene expression of the green (**a**), blue (**b**), brown (**c**), red (**d**) and black (**e**) WGCNA modules containing genes down-regulated by temperature increase. The histogram bars represent the eigengene expression of each module in samples grown at 24 or 37 °C for 1, 6, 12, 24 h. The GO term enrichment is represented in the lower part of each figure panel.

**Table 1:** MEME Suite discovered motifs within 1500 bp upstream from the initiation codon and Tomtom Hits of the top 100 genes in the yellow module form the WGCNA.

	MEME_Discovered_Motifs				Tomtom_Hits			
	Motif LOGO	Motif_IUPAC_Code	*e*-Value	Nb of Sequences	Target_ID (*A. thaliana*)	*p*-Value	*e*-Value	*q*-Value
motif#1	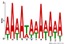	AAAATAWAWAWA	9.30 × 10^−79^	68	C2C2dof_tnt.At4g38000_col_a_m1	1,57 × 10^−5^	1,37 × 10^−2^	7,27 × 10^−3^
motif#2	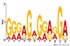	GGRAGAGRARGA	2.70 × 10^−45^	70	C2H2_tnt.TF3A_col_a_m1	5,28 × 10^−6^	4,61 × 10^−3^	9,20 × 10^−3^
motif#3	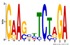	GAAGSYTCTAGA	3.90 × 10^−8^	49	HSF_tnt.HSFA1E_col_a_m1	2,79 × 10^−11^	2,43 × 10^−8^	4,76 × 10^−8^
motif#4	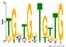	TGBTGKTGKTG	7.90 × 10^−8^	47	MYBrelated_tnt.AT1G18960_col_a_m1 (AT1G18960)	6,11 × 10^−5^	5,33 × 10^−2^	7,65 × 10^−2^

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/21/4/1512/s1.

How the deposited data were processed for this re-analysis (not part of the article)

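Protonemata of P. patens were held at 24, 30 or 37 °C for 1, 6, 12 or 24 h, with 2 libraries of messenger RNA for each of the 12 groups. The values used are raw read counts per gene, which the authors made before deposit by demultiplexing with bcl2fastq 1.8.4, aligning with BWA-MEM 0.7.17.1 and counting with featureCounts at default settings. They are whole numbers for 32926 genes, with no normalization.

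Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with a CPM above 0.5 in at least 2 libraries were kept (21429), TMM factors ranged from 0.652 to 1.19, and 1 quasi-likelihood model of the 12 groups was fitted to all 24 libraries. Each heated group was compared with the 24 °C group of its time, the responses were compared between times, 37 °C with 30 °C, and 24 °C groups with each other. Adjusted p-values are Benjamini-Hochberg within each comparison, and genes passed at 0.05 with a log2 fold change of at least 1 in size. The standard error of a log2 fold change is its size divided by the square root of the F statistic. It rests on a spread shared by all 12 groups and may be too small for 37 °C 1 h, whose replicates differed most. Principal components and distances used voom log2 CPM values from limma 3.58.1, as did fry and camera, adjusted over 60 tests. Permutation p-values used 1e+05 resamples. DESeq2 1.42.0 served as an alternative.

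Median library totals were 7214716 at 24 °C, 7653513 at 30 °C and 8097999 at 37 °C. Counts were simulated with these totals, the 24 °C means and 1 spread per gene for all groups. Of 3-fold changes, in genes above a minimum expected count, 72% to 86% were called and none in the wrong direction. The simulation leaves out that the spread differed between groups. Replicates differed most after 1 h at 37 °C, with a chi-square per gene of 40.3, against 2.90 for 24 °C 24 h.

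Genes named are those of the paper's text, the changed genes of Table S7, the 10 changed genes with the largest log2 fold change in each direction of each comparison with 24 °C among those with a product name, a mean log2 CPM of at least 1 and replicates that do not overlap, and up to 4 members of each list by fold change and 2 by level. This rule was set before the data were examined, when the log2 fold changes in the paper's tables had been seen. Lists (HSP20, HSP70, HSP90, DNAJ, chaperonin, other co-chaperone, heat shock factor, late embryogenesis abundant and ubiquitin genes) are name patterns applied to the 658 genes named in the paper's tables, so genes without a name there are missing. Table S1 was used for 594 genes, all up-regulated in it after 1 h at 37 °C, and Table S3 for 1999.

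Alternatives were limma-voom with treat or eBayes, glmTreat, DESeq2, RLE scaling, library totals, no filter, a CPM above 1, the replicate number as a block, only the libraries of a comparison, no fold change limit and each library left out. Groups of thiamine, photosynthesis and resistance genes were not analysed here.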

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

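The tests of position on the day's genes and of thinned counts were chosen only after the result was seen; the share of equal signs and the distances were set before.

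After 24 h at 30 °C many more genes changed than after 6 h or 12 h. A difference in depth is argued against by libraries thinned to the smallest total, which still gave 3824 changed genes, although the ratio of mean totals, 1.54, fell between the bounds written beforehand (1.5 and 2) and so decided nothing. An exchange of the 30 °C libraries of 12 h and 24 h stays open. Those of 12 h lay 38.8 units nearer to 24 °C 12 h (118.7 to 151.9) than to 24 °C 24 h (165.1 to 181.7), which goes against it, but this gap is smaller than the distance between replicates (116.4) that was written beforehand as the bound. Those of 24 h also lay nearer to 24 °C 12 h (163.8 to 178.6) than to 24 °C 24 h (183.9 to 190.9), which goes with it. Further values go against it, though none had a bound written beforehand: against 24 °C 12 h, 570 genes changed in the libraries of 12 h and 2257 in those of 24 h, and on the genes of the day the libraries of 12 h stood at 0.843 and those of 24 h at 0.595. Genes of the day offer another candidate explanation: 75.1% of the changed genes had the sign of the difference between 12 h and 1 h at 24 °C, between the bounds of 60% and 80% set beforehand, and on the 3019 genes that differed between 12 h and 1 h at 24 °C the 0.595 of the 30 °C 24 h libraries is the share of the way from 24 °C 24 h to 24 °C 12 h. The 37 °C 24 h libraries stood at 0.322, between the bounds of 0.25 and 0.5, so whether heat of any strength does this stays open, and a different hour of sampling and a rhythm changed by 30 °C cannot be told apart because the sampling hour of each library is not given in the sources used here.

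The response to 30 °C differed between times by a test of the difference itself: 1271 genes between 24 h and 12 h, and 2633 between 24 h and 1 h. For 37 °C the numbers were 4943 between 6 h and 1 h, 5970 between 12 h and 1 h, and 6646 between 24 h and 1 h.

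A signal also appeared in comparisons that the paper does not report. Without heat, 3019 genes differed between 12 h and 1 h at 24 °C and 2225 between 12 h and 24 h. Between 24 h and 12 h, 39 genes differed at 30 °C and 2551 at 37 °C.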

How the results depend on the processing

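DESeq2, RLE scaling, no filter and a filter at a CPM above 1 moved no count of genes by over 1.5 times. Libraries thinned to the smallest total, chosen after seeing the data, were run for the counts of up- and down-regulated genes against 24 °C and moved none of them by that much. The other alternatives named below were set before the data were examined, except where marked. For every count given below, the cause was not tested, except that treat and glmTreat test against a log2 fold change of 1 and so call fewer genes by construction.

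Limma-voom with treat moved 58 of 63 counts. At 30 °C, up-regulated genes numbered 49, 1, 8 and 192 at 1, 6, 12 and 24 h. At 30 °C, down-regulated genes numbered 4, 1, 6 and 628 at 1, 6, 12 and 24 h. At 37 °C, up-regulated genes numbered 874, 986, 1494 and 1459 at 1, 6, 12 and 24 h. At 37 °C, down-regulated genes numbered 329, 1506, 2026 and 2268 at 1, 6, 12 and 24 h. Over all times, 852 genes passed at 30 °C, 6196 genes passed at 37 °C, 675 genes passed at both and 6373 genes passed at either. Up-regulated HSP-related genes at 30 °C numbered 18, 1, 4 and 6 at 1, 6, 12 and 24 h. Up-regulated HSP-related genes at 37 °C numbered 36 at 6 h. Up-regulated motif genes at 30 °C numbered 11, 0, 2 and 3 at 1, 6, 12 and 24 h; beside the 0, limma-voom treat gave 5 at an unadjusted p under 0.05, edgeR glmTreat 1 and limma-voom eBayes 4. Up-regulated motif genes at 37 °C numbered 22 and 27 at 6 and 24 h. HSP-related genes lower than at 1 h of 37 °C numbered 13, 14 and 18 at 6, 12 and 24 h. Clock-related genes numbered 18 in any comparison and 8 at 30 °C 24 h. For the 37 °C response against 1 h: 289, 474 and 598 higher (6 h, 12 h and 24 h), 720, 1130 and 1425 lower (6 h, 12 h and 24 h). For 37 °C against 30 °C: 329, 430, 692 and 830 higher (1 h, 6 h, 12 h and 24 h), 46, 823, 1219 and 1407 lower (1 h, 6 h, 12 h and 24 h). For the 30 °C response: 29 and 10 higher (24 h against 12 h and 24 h against 1 h), 68 and 134 lower (24 h against 12 h and 24 h against 1 h). For 24 °C: 254 and 115 higher (12 h against 1 h and 12 h against 24 h), 388 and 306 lower (12 h against 1 h and 12 h against 24 h).

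EdgeR's glmTreat moved 48 of 59 counts. At 30 °C, up-regulated genes numbered 81, 19, 33 and 548 at 1, 6, 12 and 24 h. At 30 °C, down-regulated genes numbered 4, 5, 11 and 812 at 1, 6, 12 and 24 h. At 37 °C, up-regulated genes numbered 1439, 1452, 1912 and 2099 at 1, 6, 12 and 24 h. At 37 °C, down-regulated genes numbered 775, 2114 and 2531 at 1, 6 and 12 h. Over all times, 1408 genes passed at 30 °C, 8164 genes passed at 37 °C, 1125 genes passed at both and 8447 genes passed at either. Up-regulated HSP-related genes at 30 °C numbered 22, 6 and 11 at 1, 6 and 12 h. Up-regulated motif genes at 30 °C numbered 16, 1, 5 and 9 at 1, 6, 12 and 24 h. HSP-related genes lower than at 1 h of 37 °C numbered 16 and 25 at 12 and 24 h. Clock-related genes numbered 25 in any comparison and 9 at 30 °C 24 h. By the 37 °C response against 1 h: 621, 861 and 1153 higher (6 h, 12 h and 24 h), 1339, 1794 and 2144 lower (6 h, 12 h and 24 h). By 37 °C against 30 °C: 649, 740, 987 and 1082 higher (1 h, 6 h, 12 h and 24 h), 221, 1346, 1729 and 1935 lower (1 h, 6 h, 12 h and 24 h). By the 30 °C response: 63 and 74 higher (24 h against 12 h and 24 h against 1 h), 145 and 272 lower (24 h against 12 h and 24 h against 1 h).

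Without the fold change limit 26 counts were over 1.5 times higher. At 30 °C, up-regulated genes numbered 977, 265, 519 and 3542 at 1, 6, 12 and 24 h. At 30 °C, down-regulated genes numbered 636, 243, 767 and 3935 at 1, 6, 12 and 24 h. At 37 °C, up-regulated genes numbered 4425, 5437, 6106 and 6181 at 1, 6, 12 and 24 h. At 37 °C, down-regulated genes numbered 4068 and 5675 at 1 and 6 h. Over all times, 8503 genes passed at 30 °C and 7852 genes passed at both. Clock-related genes numbered 26 at 30 °C 24 h. In 37 °C against 30 °C: 2836, 4562, 5101 and 5405 higher (1 h, 6 h, 12 h and 24 h), 2239, 4687, 5231 and 5295 lower (1 h, 6 h, 12 h and 24 h). In the 30 °C response: 2478 lower (24 h against 1 h).

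With library totals in place of TMM, 14 counts moved by over 1.5 times, and the 37 °C response against 1 h and the 30 °C response at 24 h against 1 h then had more genes higher than lower. At 30 °C, down-regulated genes numbered 139 at 12 h. At 37 °C, up-regulated genes numbered 1761 at 1 h. At 37 °C, down-regulated genes numbered 4698 at 1 h. HSP-related genes lower than at 1 h of 37 °C numbered 25 at 24 h. On the 37 °C response against 1 h: 3519, 4360 and 5825 higher (6 h, 12 h and 24 h), 1995, 2265 and 2193 lower (6 h, 12 h and 24 h). On 37 °C against 30 °C: 1163 higher (1 h), 2646 lower (1 h). On the 30 °C response: 2073 higher (24 h against 1 h), 883 lower (24 h against 1 h). Under this scaling the median log2 fold change of all genes was −0.45 and 0.23 at 37 °C 1 h and 24 h and 0.10 and 0.29 at 30 °C 12 h and 24 h, against 0.00, 0.08, −0.01 and 0.07 with TMM.

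Fitted to the 4 libraries of each comparison alone, 3 counts moved. At 37 °C, down-regulated genes numbered 1413 at 1 h. Over 37 °C against 30 °C: 697 higher (1 h), 299 lower (1 h). Limma-voom with eBayes moved 2 counts. Up-regulated HSP-related genes at 30 °C numbered 9 at 6 h. Up-regulated motif genes at 30 °C numbered 4 at 6 h. With the 24 °C libraries of 12 h as the control of 30 °C 24 h, 5 counts moved, of which that of down-regulated genes was added after seeing the data. At 30 °C, down-regulated genes numbered 871 at 24 h. Over the 30 °C response: 14 and 513 higher (24 h against 12 h and 24 h against 1 h), 25 and 775 lower (24 h against 12 h and 24 h against 1 h). For 24 h against 12 h this control stands on both sides and cancels, so its 2 counts are those of 30 °C 24 h against 30 °C 12 h. Without the 30 °C 24 h comparison, chosen after seeing the data, 2 counts moved. Over all times, 1307 genes passed at 30 °C and 1228 genes passed at both. With 1 24 °C library of each time as the control of 30 °C and the other as that of 37 °C, chosen after seeing the data, 2440 and 2489 genes passed at both temperatures, against 2471 and 2574 with the same single library for both.

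The values of principal component 1, percent of variance, were 32.3 with scaled genes, 35.9 without TMM and 51.6 over the 1000 most variable genes, and those of principal component 2, percent of variance, 18.7, 21.4 and 14.6. With scaled genes, 3 libraries of 30 °C lay between the other temperatures on the first. The yellow profile after 1 h at 37 °C was 0.70 as a median of standardised profiles. The difference between genes with and without the motif was −0.189 without HSP-annotated genes, a change of sign, and 0.62 after 24 h of 37 °C, which passed 0.05. It was 0.82 and passed 0.05 when genes without a count in the 24 °C libraries of 1 h were left out, an alternative chosen after seeing the data. The cause was not tested.

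With each of the 24 libraries left out in turn, the lone library of a group being assumed to vary like the others, the counts had these ranges. Up-regulated genes at 30 °C numbered 303 to 573, 49 to 190, 99 to 466 and 1314 to 2169 at 1, 6, 12 and 24 h. Down-regulated genes at 30 °C numbered 64 to 288, 33 to 134, 69 to 284 and 1710 to 2071 at 1, 6, 12 and 24 h. Up-regulated genes at 37 °C numbered 2097 to 2883, 2614 to 2992, 3024 to 3614 and 3297 to 3879 at 1, 6, 12 and 24 h. Down-regulated genes at 37 °C numbered 1876 to 2572, 3405 to 3874, 3793 to 4144 and 3676 to 4311 at 1, 6, 12 and 24 h. Over all times the ranges were 3704 to 4976 genes at 30 °C, 12593 to 13385 at 37 °C, 3244 to 4341 at both and 13134 to 14016 at either. For HSP-related genes at 30 °C they were 36 to 46, 7 to 16, 15 to 27 and 17 to 19. For HSP-related genes at 37 °C they were 62 to 65, 52 to 57, 54 to 60 and 43 to 49. For motif genes at 30 °C they were 27 to 32, 2 to 9, 8 to 16 and 13 to 16. For motif genes at 37 °C they were 48 to 49, 38 to 42, 41 to 44 and 40 to 46. HSP-related genes lower than at 1 h of 37 °C ranged over 26 to 33, 20 to 30 and 31 to 42 at 6, 12 and 24 h. Clock-related genes ranged over 37 to 40 in any comparison and 15 to 18 at 30 °C 24 h. By the 37 °C response at 6, 12 and 24 h against 1 h: 1538 to 2092, 1942 to 2516 and 2295 to 2932 higher, 2659 to 3166, 3192 to 3647 and 3440 to 3950 lower. By 37 °C against 30 °C at 1, 6, 12 and 24 h: 1115 to 2100, 1636 to 2158, 2096 to 2597 and 2177 to 2740 higher, 745 to 1625, 2544 to 3044, 3032 to 3505 and 2746 to 3682 lower. By the 30 °C response at 24 h against 12 h and 1 h: 250 to 612 and 627 to 1235 higher, 435 to 925 and 1203 to 1709 lower. By 24 °C at 12 h against 1 h and 24 h: 1249 to 1758 and 720 to 1107 higher, 1114 to 1418 and 925 to 1310 lower. The libraries that moved a count by over 1.5 times are named beside that count in the text above.

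With the replicate number as a block (replicate block), no count moved by over 1.5 times: for example, 571 genes were up-regulated after 1 h at 30 °C and 2719 after 1 h at 37 °C. Deviations of same-numbered libraries from their group means correlated above 0.1 in 12 of 66 pairs of groups (−0.181 to 0.257, median 0.0226). Between heated groups and their own controls the correlations ran from −0.0512 to 0.141. These values have no reference for unpaired libraries, so pairing by number is neither shown nor excluded.

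Of 554 calls of named genes, 303 held under every alternative and without each library, 249 ended with limma-voom treat, 178 with glmTreat, 53 under another alternative and 112 without at least 1 library. None changed direction. On counts simulated with the totals of these libraries and 1 spread per gene for all groups, edgeR called 72% to 86% of 3-fold changes. Of 6-fold changes 87% to 99% were called, with 5 to 14 false calls among 21429 genes. Only genes above a minimum expected count were changed. The spread differed between the real groups, so these rates may not hold for 37 °C 1 h, whose replicates differed most.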

Differences from the paper's values

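The paper's thresholds (adjusted p under 0.05, log2 fold change of at least 1 in size) were used for all counts here. They were applied to edgeR's quasi-likelihood test, which tests against a log2 fold change of 0. Limma-voom with eBayes at these thresholds gave 13707 genes changed at either temperature, near edgeR's 13616. With treat, limma-voom gave 6373, the paper's number. The change of package thus moved this count little, and treat's stricter test against a log2 fold change of 1 brought it to the paper's. For each difference below, limma-voom with treat, set before the data were examined and named in the paper's methods, gave a value within 1.5 times the paper's. EdgeR's glmTreat, also set beforehand, did so only where stated, as did library totals in place of TMM. None of the other alternatives set beforehand did.

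The paper gives 6373 genes changed at either temperature against 13616 here, 2960 up-regulated in any comparison against 7492, 3475 down-regulated against 7365, and 506 down-regulated at both temperatures against 1873. The paper's common share is 10%, here 29.3%. For these values glmTreat was also within 1.5 times. The paper's 129 genes up-regulated at both temperatures stand against 1655, without glmTreat.

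At 30 °C the paper gives 852 changed genes against 4613 here, 53 at 1 h against 757 and 820 at 24 h against 4008. The paper's up-regulated genes number 49, 1, 8 and 153 at 1, 6, 12 and 24 h, against 528, 141, 344 and 1992, and limma-voom treat gave 192 for the last. None of these was reached by glmTreat. In its Results the paper gives a larger number of genes up-regulated after 24 h at 30 °C than its 153. Which of its values stands for this count is unclear.

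Up-regulated at 1 h alone at 30 °C were the paper's 30 genes against 297, and down-regulated at 24 h alone the paper's 618 against 1777. At 37 °C, the paper's 479 genes at 1 h alone stand against 1095, and the paper's 559 at 24 h alone against 1077. The paper counts 19 circadian genes as changed, and 39 passed here. For these 5 values glmTreat was also within 1.5 times, and for the 479 library totals too.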
